# *Verticillium dahliae-Arabidopsis* Interaction Causes Changes in Gene Expression Profiles and Jasmonate Levels on Different Time Scales

**DOI:** 10.3389/fmicb.2018.00217

**Published:** 2018-02-13

**Authors:** Sandra S. Scholz, Wolfgang Schmidt-Heck, Reinhard Guthke, Alexandra C. U. Furch, Michael Reichelt, Jonathan Gershenzon, Ralf Oelmüller

**Keywords:** *Arabidopsis*, calcium, JA, defense, *Verticillium dahliae*

## Abstract

*Verticillium dahliae* is a soil-borne vascular pathogen that causes severe wilt symptoms in a wide range of plants. Co-culture of the fungus with *Arabidopsis* roots for 24 h induces many changes in the gene expression profiles of both partners, even before defense-related phytohormone levels are induced in the plant. Both partners reprogram sugar and amino acid metabolism, activate genes for signal perception and transduction, and induce defense- and stress-responsive genes. Furthermore, analysis of *Arabidopsis* expression profiles suggests a redirection from growth to defense. After 3 weeks, severe disease symptoms can be detected for wild-type plants while mutants impaired in jasmonate synthesis and perception perform much better. Thus, plant jasmonates have an important influence on the interaction, which is already visible at the mRNA level before hormone changes occur. The plant and fungal genes that rapidly respond to the presence of the partner might be crucial for early recognition steps and the future development of the interaction. Thus they are potential targets for the control of *V. dahliae*-induced wilt diseases.

## Introduction

Vascular wilts caused by members of the genus *Verticillium* are among the most devastating fungal diseases worldwide, and these soil-borne ascomycete fungi attack a large variety of plant hosts in many parts of the world (Decetelaere et al., 2017) which leads to massive yield losses (Pegg and Brady, 2002). Among the 10 species within the *Verticillium* genus, *Verticillium dahliae* has the broadest host range with the ability to infect >200 plant species worldwide (Agrios, 1997; Inderbitzin et al., 2011; Inderbitzin and Subbarao, 2014). *Verticillium* species produce microsclerotia, which can survive in soil or dead plant material for more than 10 years, but they also form resting mycelia which survive in dead plant material. Newly growing hyphae rapidly penetrate the roots of their hosts, reach the vascular tissue and ultimately propagate in the xylem (Puhalla and Bell, 1981; Schnathorst, 1981). Initially, these hemibiotrophic fungi show biotrophic behavior that does not lead to severe reductions in plant performance. However, at later stages, they shift to a necrotrophic interaction characterized by the reprogramming of phytohormone metabolism (Veronese et al., 2003; Thaler et al., 2004; Tjamos et al., 2005), synthesis of hydrogen peroxide (H_2_O_2_) and nitric oxide (NO, Yao et al., 2011, 2012), and defense gene activation which ultimately induces host cell death (Reusche et al., 2012; Zhang et al., 2016). A typical symptom of these pathogens is wilting, which occurs as a consequence of impaired vascular transportation (Reusche et al., 2012).

*Arabidopsis* is an ideal model plant to study the *Verticilllium* infection process at the molecular level. Sun et al. (2014) showed that jasmonate phytohormones are highly induced upon *V. dahliae* infection, including the jasmonic acid (JA) pre-cursor *cis*-(+)-12-oxo-phytodienoic acid (*cis*-OPDA) and the jasmonic acid-isoleucine conjugate (JA-Ile). JA-Ile, synthesized by the enzyme JASMONATE RESISTANT 1 (JAR1), is the active signaling compound that binds to the JA receptor CORONATINE INSENSITIVE 1 (COI1) to initiate the downstream signaling cascade (Xie et al., 1998; Staswick and Tiryaki, 2004; Fonseca et al., 2009). Hydroxylation of JA-Ile by a P450 enzyme leads to the deactivation of the molecule (Koo et al., 2011). Previous observations on JA-deficient *def1* tomato plants showed decreased fitness after *V. dahliae* treatment (Thaler et al., 2004), while external application of methyl JA (MeJA) to cotton and tomato plants partially blocked disease development due to the reduced growth of the fungus (Li et al., 1996). Recent RNA-seq analysis in cotton showed that in addition to the biosynthesis of JA, also other components of the JA signaling cascade are targets of *Verticillium*. For instance, the gene of a repressor protein of COI1, *GhJAZ10*, was significantly upregulated in a *V. dahliae*-resistant cotton cultivar (Chini et al., 2007; Thines et al., 2007; Zhang W. W. et al., 2017). On the other hand, *Verticillium* itself needs an activated COI1 signaling pathway in the plant to cross the root-shoot barrier and to induce disease symptoms in the leaf. Consequently, *V. dahliae*-infected *coi1* mutant plants showed less severe wilt symptoms (Ralhan et al., 2012).

Besides jasmonates, *Verticillium*-infested plants also accumulate other phytohormones like salicylic acid (SA) and ethylene (ET), (Fradin and Thomma, 2006; Ratzinger et al., 2009; Sun et al., 2014). SA plays an important role in plant defense against pathogens by activation of systemic acquired resistance (SAR) (Metraux, 2001). In *Brassica napus* the concentration of SA increased after infection with *Verticillium longisporum* in the xylem sap of the plants (Ratzinger et al., 2009). Also in *Arabidopsis*, a significant increase of SA could be detected in *V. dahliae*-infested plants (Sun et al., 2014). Exogenous application of SA protected cotton callus cells against a *V. dahliae (VD)*-toxin preparation by increase of chitinase and β-1,3-glucanase activities (Li et al., 2003; Zhen and Li, 2004). Interestingly, several *Arabidopsis* genotypes affected in different steps of SA signaling did not show altered resistance against *V. dahliae* infection (Veronese et al., 2003).

The role of ET in pathogen responses is still controversial although it was shown that ET can increase resistance and control symptom expression in some hosts. In soybean, tobacco and *Aarabidopsis*, ET is involved in host resistance against particular classes of pathogens (Knoester et al., 1998; Hoffman et al., 1999; Thomma et al., 1999), while a tomato mutant impaired in ET perception exhibited a significant reduction in disease symptoms after inoculations with different bacterial and fungal pathogens (Lund et al., 1998). Similarly, a tomato mutant with decreased ET biosynthesis showed significantly reduced symptom development (Robinson et al., 2001). The involvement of ET in response to *Verticillium* infection and *VD*-toxins has been shown repeatedly (Pegg and Cronshaw, 1976; Mansoori and Smith, 2005; Sun et al., 2014). Also the ET-resistant *Arabidopsis* mutant *etr1-1* was found to display less chlorosis upon *Verticillium* inoculation (Veronese et al., 2003; Tjamos et al., 2005; Pantelides et al., 2010).

A growing number of other chemical compounds of both plant and fungal origin have been identified that participate in disease development of infected host plants. For *Verticillium*, a range of peptides, hormones like cytokinins, and other metabolites were shown to confer partial resistance to infection (Reusche et al., 2013; Bu et al., 2014; Gaspar et al., 2014; Roos et al., 2014). In addition, the *Ve* gene provides resistance against isolates of *V. dahliae* in tomato and *Arabidopsis* (Kawchuk et al., 2001; Fradin et al., 2009, 2011) and the *VET1* gene was able to convey increased tolerance with milder chlorosis symptoms (Veronese et al., 2003).

Due to the vascular location of the growing fungus, *Verticillium* wilt of agricultural plants is difficult to control by chemicals or molecular tools. Even after removal of infected plants from agricultural fields, the resting structures (microsclerotia) remain in soil making them a hazard for future plantings (Fradin and Thomma, 2006). Biocontrol studies with bacterial and fungal isolates like *Pseudomonas putida* B E2, *Pseudomonas chlororaphis* K15, *Serratia plymuthica* R12 or *Paenibacillus alvei* K165 on *Solanaceae, Malvaceae*, and *Brassicaceae* have been shown to be an alternative strategy to restrict *Verticillium*-induced wilts (Berg et al., 2001; Tjamos et al., 2005; Li et al., 2012). Sun et al. (2014) showed that *Piriformospora indica*, a beneficial endophytic fungus of Sebacinales which colonizes the roots of many plant species, is an efficient biocontrol agent that restricts *V. dahliae* growth in the model plant *Arabidopsis thaliana*.

*V. dahliae* rapidly and efficiently colonizes *Arabidopsis* roots within 24 h post germination. In order to identify plant and fungal genes involved in these early recognition processes we performed an RNA-seq analysis under standardized co-cultivation conditions. We found a massive reprogramming of both the plant and fungal expression profiles that occurred before pathogen induced, defense-related phytohormone levels changed in the host. This alteration in expression profiles clearly indicates that both plant and pathogen respond very rapidly to the presence of the other.

## Materials and methods

### Growth conditions of seedlings

*A. thaliana* wild-type (ecotype Columbia-0) seeds, and seeds of the *jar1, coi1-16*, and *cyp94B3* mutants (kindly provided by Axel Mithöfer, MPI-CE, Jena) were surface-sterilized and placed on Petri dishes with MS media supplemented with 0.3% gelrite (Murashige and Skoog, 1962). After cold treatment at 4°C for 48 h, plates were incubated vertically for 9 or 14 days at 22°C under long day conditions (16 h light/8 h dark; 80 μmol m^−2^ s^−1^, for experimental setup, cf. Figure S1).

### Growth conditions of fungi and preparation of spore solutions

*V. dahliae* wild-type (FSU-343, Jena Microbial Resource Center, Germany) and a GFP-labeled strain (IPP0860, kindly provided by Prof. Tiedemann, University of Göttingen) were grown for 1–2 weeks on Potato-Dextrose-Agar (PDA) medium (Bains and Tewari, 1987) at 23°C in the dark. To obtain high spore production, the still white mycelia (with low amount of microsclerotia) were transferred to liquid KM medium (Hill and Kaefer, 2001) and incubated for 4–5 days at room temperature (RT) in the dark and 110 rpm. The cultures were filtered through two layers of a nylon membrane (75 μm pore size), pelleted and washed with water. The spore concentration was determined with a hemocytometer and adjusted to 5 × 10^6^ per ml.

### Co-cultivation assays

For short time co-cultivation assays, 9 day-old *A. thaliana* seedlings of equal sizes were used. Co-cultivation of *A. thaliana* and the fungus was performed under *in vitro* culture conditions on a nylon membrane on PNM medium (Johnson et al., 2011). Two days prior to use, 100 μl of the generated spore solutions (in water) or an equal amount of water were plated on six sterile membrane stripes (4 × 1 cm) placed on PDA plates and incubated at room temperature (Figure S1). For the co-cultivation the membrane stripes with fungus or water were placed on the PNM plates together with two plants per membrane. The plants were placed in the way that the roots were in contact with the fungus while the leaves were not (Figure S1). Plates were sealed with 3M™ Micropore tape and incubated for 24 h at 80 μmol m^−2^ s^−1^ with light from one side (leaves directed to light). Roots and leaves were harvested separately for further analysis. All experiments were performed three times independently (≈120 seedlings per replicate).

For long term co-cultivation [10 and 20 *days post infection* (*dpi*)], 14 day-old *A. thaliana* seedlings of equal size were used. Plants were grown and infected as described above and transferred to Magenta boxes (Sigma-Aldrich, Germany) after 24 h. One plant was added per box which contained 30 g sterile vermiculite mixed with 100 ml liquid PNM medium. The boxes were incubated at 23°C under short day conditions (9 h light/15 h dark; 80 μmol m^−2^ s^−1^). After 10 or 20 *dpi*, plants were visually examined and photographed. The performance of the plants [*n* = 6 (control) and 9 (*VD*-infected)] was quantified based on the efficiency of the photosynthetic electron transfer measured with the Fluorcam as described before (Matsuo et al., 2015).

### RNA isolation and RNA-seq

RNA of both plant and fungus was isolated from 100 mg root material (≈ 120 seedlings per replicate, *n* = 3). The frozen roots were finely ground with mortar and pistil and weighed. The RNA from the samples was extracted with peqGOLD TriFast™ FL (VWR, Darmstadt, Germany) according to the manufacturer's protocol. The RNA was further processed by use of the PureLink™ RNA Mini Kit (Thermo Fisher Scientific, Dreieich, Germany) with on-column DNAse treatment. RNA was dissolved in water and checked for quality. The isolated RNA was shipped to GeneCore (Heidelberg, Germany) where library construction was performed using the mRNA sequencing Sample Preparation Guide (Illumina, Cat#RS-930-1001), followed by a validation of the library and RNA sequencing (Hi Seq 2000, single-end 75 bp, ~50 Mill. reads/sample). The removal of low quality reads and Illumina adapters was performed using Trimmomatic (Bolger et al., 2014). The remaining reads were then aligned to the *A. thaliana* (TAIR10.33) and *V. dahliae* (ASM15067v2.37) reference genomes using the RNA-seq aligner STAR (Dobin et al., 2013). Differential gene expression analysis was performed using DESeq2 (Love et al., 2014) with the raw counts obtained from FeatureCounts (Liao et al., 2014). Differentially Expressed Genes (DEGs) of both interaction partners were analyzed [FoldChange ≥ 2 and *p*-Value (FDR) ≤ 0.05]. The function of the DEGs was analyzed with the TAIR (www.arabidopsis.org) and the Fungi Ensembl (http://fungi.ensembl.org/Verticillium_dahliae) databases. Pathway analysis for the plant and the fungus was executed with the KEGG (Kyoto Encyclopedia of Genes and Genomes) Mapper tool (http://www.genome.jp/kegg/tool/map_pathway2.html; RRID:SCR_012773).

### Analysis of gene expression and fungal colonization

The RNA (*n* = 3) was isolated as described above. One μg of RNA was transcribed to cDNA using the Omniscript RT Kit (Qiagen, Hilden, Germany). Fifty nanograms of synthesized cDNA was used as template for RT-qPCR in a CFX Connect™ Real-Time PCR Detection System (Bio-Rad, Munich, Germany) with the Brilliant II SYBR® Mastermix (Agilent, Böblingen, Germany). The mRNA levels for each cDNA probe were normalized with respect to the *RPS18B* (plant) or *VD_Actin2* (fungus, e.g., Klimes and Dobinson, 2006; Yang et al., 2013) mRNA levels. The normalized fold expression of GOIs was calculated according to ΔΔCP (Pfaffl, 2001). The primer pairs are given in Table S5. To analyze fungal colonization of different mutant plants, normalized fungal housekeeping gene expression was compared to that in WT plants.

### Confocal microscopy

Samples for confocal laser scanning microscopy were prepared according to the method for the short time co-cultivation described above. The GFP-labeled *V. dahliae* strain on *Arabidopsis* seedlings was imaged using a LSM 880 (Zeiss Microscopy GmbH, Jena, Germany) with the 488 nm laser line of an argon multiline laser (11.5 mW). Images were taken with a 40x objective (Plan-Apochromat 40x/0.8). Lambda stacks were created using the 32 channel GaAsP detector followed by Linear Unmixing with ZEN software (Zeiss, Jena, Germany). Z-stacks were taken from specific areas of the sample and Maximum Intensity Projections were produced with ZEN software. Cross-sections of the roots with a width of 14 μm were done with a Microm HM560 Cryostar (Southeast Pathology Instrument Service, Charleston, USA).

### Quantification of phytohormones

Phytohormones were extracted from the green parts of co-cultivated seedlings (1 sample = seedlings from 1 plate, ≈ 50–100 mg, *n* = 10). Frozen samples were homogenized for 30 s at 1000 rpm in a 2010 Geno/Grinder® (Spex SamplePrep, Stanmore, UK) and mixed with 1 ml methanol containing 40 ng/ml of D_6_-JA, D_6_-ABA, D_4_-SA, and 8 ng/ml of D_6_-JA-Ile (Scholz et al., 2017). All samples were shaken for 30 min at 4°C and centrifuged at 13,000 rpm for 20 min at 4°C. The supernatants were collected and the sample re-extracted with 500 μl methanol. The combined supernatants were evaporated to dryness at 30°C using a vacuum concentrator. Residues were re-suspended in 200 μl methanol and centrifuged at 13,000 rpm for 10 min. The supernatants were collected and measured with the API 5000 LC-MS/MS system (Applied Biosystems, Framingham, USA) as previously described (Vadassery et al., 2012). Since it was observed that both the D_6_-labeled JA and JA-Ile contained 40% of the corresponding D_5_-labeled compounds, both peaks were combined for analysis.

### Statistics

Experiments were repeated three times to ensure reproducibility and 120–150 seedlings were used in each treatment for each mutant. Data of all independent experiments were pooled and analyzed. For comparison of two groups, the Mann Whitney U-test was applied. For statistical analyses of multiple groups, one-way analysis of variance (one-way ANOVA) was used as indicated in the figure legends. Different letters indicate significant differences between treatments. SigmaPlot13 and Origin Pro were used for data analysis and graph composition.

## Results

### Co-cultivation of *Arabidopsis* seedlings with *V. dahliae* for 24 H

*Verticillium* species are considered as hemibiotrophs, where a biotrophic phase—within the root xylem without a visible disease phenotype—is followed by a necrotrophic phase in the aerial parts of the plant (Reusche et al., 2012). We focused on the very early phase of infection, the pre-vascular growth phase, and analyzed the plant and fungal expression profiles during the first 24 h of fungal root colonization in *Arabidopsis*. By developing a stable co-cultivation method (scheme in Figure S1), a reproducible colonization of the seedlings by the fungus was achieved. Confocal microscopic pictures taken 24 h after co-culture demonstrate that *Arabidopsis* roots are already heavily colonized by the GFP-labeled *V. dahliae* (Figure 1). The hyphae of the fungus form a net over the root surface and root tip while the first spores can be observed at the site of lateral root formation (Figures 1G–I). In cross-sections of the colonized root (Figures 1J–O) it can be observed that the fungus penetrates the root surface, but did not yet invade the vascular tissue after 24 h of co-culture.

**Figure 1:**
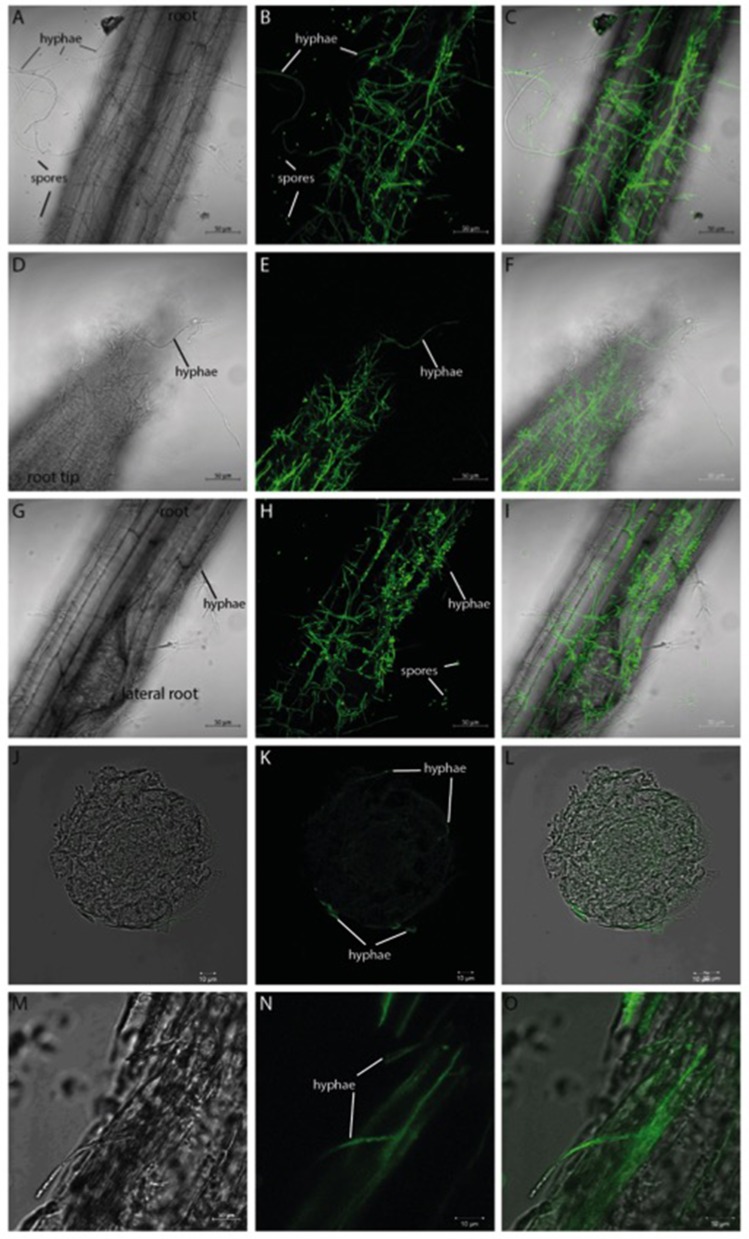
GFP-labeled *Verticillium dahliae* colonizing roots of 10 day-old seedlings of *Arabidopsis thaliana* after 24 h co-culture. Shown are pictures (obtained from confocal microscopy) of the colonized *Arabidopsis* root surface **(A–C)**, root tip **(D–F)**, area around lateral roots **(G–I)** as well as a cross-section **(J–L)** and longitudinal section **(M–O)**. A bright field image (left), the GFP image (middle), and the overlay of both (right) are shown for each analyzed area. Both the hyphae and the spores of *V. dahliae* show a GFP fluorescence.

### Dual-RNA-seq of *Arabidopsis-Verticillium* co-culture reveals high number of differentially-expressed genes (DEGs)

Recent studies of plant-*Verticillium* co-cultures focus on analysis of the plant transcriptome by RNA-seq and indicate major changes in nearly 19% of pathways in early phases of infection (1 or 4 *dpi*, e.g., Faino et al., 2012; Zhang W. W. et al., 2017). The RNA-seq data generated in this study 24 h after co-cultivation was analyzed for changes in both the plant and fungal transcriptomes and revealed a total number of 4432 DEGs for both organisms (Table 1). 

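RNA was sequenced from 9 libraries: 3 of roots of Arabidopsis seedlings co-cultured with V. dahliae, 3 of Arabidopsis grown alone and 3 of V. dahliae grown alone, each taken after 24 h. The deposited tables hold raw read counts per gene, 1 table per organism, with the co-culture libraries in both. The authors made these counts by trimming the reads with Trimmomatic, aligning them with STAR and counting them with featureCounts. In the co-culture libraries nearly all counts were of the plant: plant genes took 98.4% ± 0.624 (SD, n = 3) of the counts. Plant totals ranged from 54915946 to 64714358 counts per co-culture library and from 49125755 to 65908783 per library of Arabidopsis alone. Fungal totals ranged from 609546 to 1269866 counts per co-culture library and from 26406067 to 29594282 per library of V. dahliae alone, on average 30.1 times as many. For each organism, co-culture was compared with the organism alone by edgeR's quasi-likelihood test on counts scaled by TMM over the genes of that organism. A gene was called at an adjusted p (FDR) of at most 0.05 and a fold change of at least 2, the thresholds the paper states. Levels are given as CPM, the counts relative to the TMM-scaled library total of that organism, with the SD over 3 replicates, and log2 fold changes with their standard error (SE). The biological coefficient of variation between replicates was 0.108 for plant genes and 0.366 for fungal genes, so that fungal folds were estimated less precisely. Replicate 2 of V. dahliae alone stood apart, with a TMM factor of 0.8097 against 0.9912 and 1.009 for replicates 1 and 3. How much of the fungal spread came from this library was not measured.

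**Figure D1:**
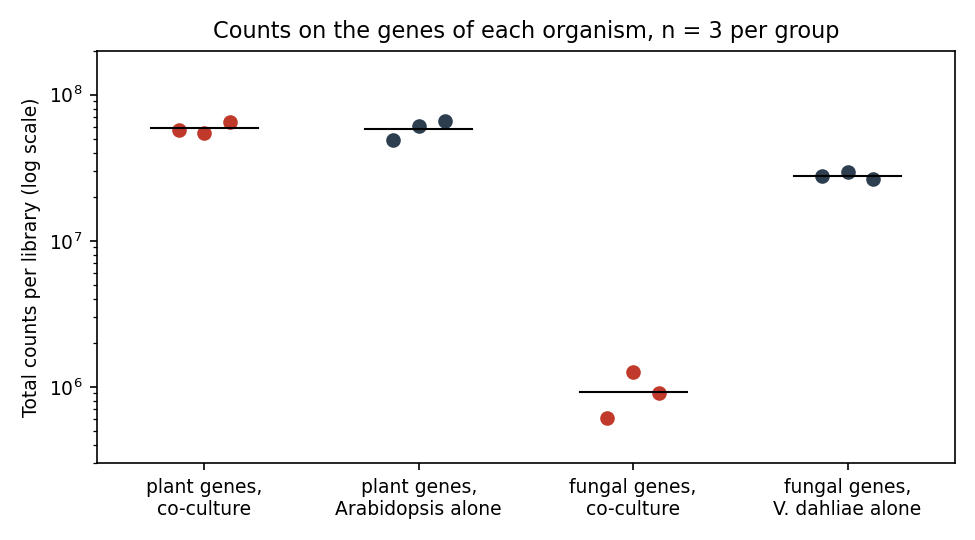
Total counts per library on plant genes and on fungal genes (vertical axis, log scale) by sample group. Points are libraries and lines are group means; fungal totals in co-culture lie between 609546 and 1269866, below every other group.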

Compared to *Arabidopsis* seedlings grown alone, co-cultivation with *Verticillium* results in 1143 DEGs, 903 of them are significantly up-regulated and 240 down-regulated (Tables S1, S2). 

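Most of the plant response consisted of rises. Of 21258 Arabidopsis genes tested by edgeR, 972 were higher in co-culture and 348 lower, so that 73.6% of the called genes rose. At 10-fold or more, 222 genes were higher and 4 lower. Among the largest rises was AT1G26410, a gene of the FAD-binding berberine family, whose level was 154 ± 26.1 CPM (SD, n = 3) in co-culture and 0.367 ± 0.0543 CPM (n = 3) in plants alone, a log2 fold change of 8.71 (SE 0.195, adjusted p = 8.72e-08, edgeR). The largest falls included several genes of cell wall or lipid transfer proteins. AGP30 (AT2G33790), an arabinogalactan protein of roots, fell by 3.31 on the log2 scale (SE 0.228, adjusted p = 1.69e-05, edgeR) and the gene AT3G19430 of a late embryogenesis abundant protein fell by 4.02 (SE 0.42, adjusted p = 2.13e-04). EARLI1 (AT4G12480) and AZI1 (AT4G12470), neighbouring genes of lipid transfer proteins that may share reads, fell by 2.71 (SE 0.382, adjusted p = 0.00127) and 2.95 (SE 0.468, adjusted p = 0.00242). NAC074 (AT4G28530), a transcription factor gene, fell by 2.61 (SE 0.21, adjusted p = 4.42e-05). In 971 of the 972 higher genes every co-culture library lay above every library of plants alone, and all 348 lower genes were separated the other way; over all tested genes 34.4% were separated, where chance gives 10%. The median absolute log2 fold change was 0.15 over all tested genes and 1.66 over the called genes.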

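Fungal genes rose and fell in nearly equal numbers. Of 9853 V. dahliae genes tested by edgeR, 1501 were higher in co-culture and 1585 lower than in the fungus alone. Products of fungal genes are named here from Tables S3 and S4, which list 798 and 387 genes, those with a fold of at least 5 in the authors' deposited table; for genes outside them that carry a symbol there, the function is given from the symbol alone. The largest rises included VDAG_09583, an alcohol oxidase gene, at 4108 ± 1531 CPM (SD, n = 3) in co-culture and 0.694 ± 0.339 CPM (n = 3) alone, a log2 fold change of 12.52 (SE 0.676, adjusted p = 6.53e-08, edgeR). VDAG_03942, of the beta-lactamase family, and VDAG_03943, a cyclopentanone 1,2-monooxygenase with the next identifier, rose by log2 fold changes of 13.01 (SE 0.895, adjusted p = 3.19e-07) and 10.97 (SE 0.84, adjusted p = 6.62e-07). Several of the largest falls were of hypothetical proteins with no count in any co-culture library: against a floor of 3 counts over the group, VDAG_01185 was at least 94.4-fold lower in co-culture (adjusted p = 3.21e-06, edgeR). VDAG_07587, a 2,5-diketo-D-gluconic acid reductase, was at least 32.3-fold lower (adjusted p = 7.02e-05). Of the called genes, 1464 of the higher and 1560 of the lower had no overlap between the groups' libraries. Over all tested fungal genes 49.15% were separated, where chance gives 10%. The number of lower genes was 914 without co-culture replicate 1 and 923 without co-culture replicate 3. With library totals in place of TMM, 1761 genes were higher and 1189 lower.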

For the fungus, 3289 DEGs were detected with 1695 significantly up-regulated (Table S3) and 1594 significantly down-regulated genes (Table S4). This suggests that the fungal expression profile responds more strongly to the presence of a host than the plant genome to a pathogen. 

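A larger share of fungal than of plant genes was called. In V. dahliae 31.3% of the tested genes were called, and in Arabidopsis 6.21%. The fungal share was 20.5% without co-culture replicate 3. Over all tested genes the median absolute log2 fold change was 0.81 in the fungus, against the lower value given for the plant. At 10-fold or more, 412 fungal genes were higher in co-culture and 174 lower. The largest rises in the fungus included genes of enzymes that attack plant polymers, such as VDAG_09536, a pectate lyase at 435 ± 275 CPM (SD, n = 3) in co-culture and 0.232 ± 0.0436 CPM (n = 3) alone (log2 fold change 10.82, SE 0.744, adjusted p = 3.19e-07, edgeR). The 2 shares come from separate comparisons on libraries of unequal depth, and no test was made between the organisms. From the numbers of DEGs in Table 1, the paper proposes that the fungal transcriptome responds to the host more strongly than the plant transcriptome responds to the pathogen.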

The results for selected genes were verified by RT-qPCR (**Figures 7**, **8**, WT).

**Table 1:** Overview of differentially regulated genes in *A. thaliana* (ATH) and *V. dahliae* (VDA) co-culture compared to organisms grown separately.

	**Up**	**Down**
ATH grown with VDA vs. ATH alone	903	240
VDA grown with ATH vs. VDA alone	1695	1594

### Multiple *Arabidopsis* pathways are affected by *V. dahliae* infection

Previous studies during longer co-cultivation times have shown that infection of *Arabidopsis* plants with *Verticillium* species results in disruption of water transport and massive accumulation of phytohormones like jasmonates (JAs), ethylene (ET), salicylic acid (SA), or abscisic acid (ABA), as well as stomata closure (Pegg and Brady, 2002; Fradin and Thomma, 2006; Klosterman et al., 2009; Ralhan et al., 2012; Sun et al., 2014). To identify early targets of the fungus in *Arabidopsis* and to analyze and classify the plant DEGs, we chose the 24 h co-cultivation time point and mapped the identified plant DEGs to distinct pathways in the KEGG database (Kanehisa, 1997). In total, 78 pathways were affected by the fungus (Table 2 and Figure 2A). Metabolic pathways involved in carbon and amino acid metabolism seemed to be the major targets, such as *SWEET* genes and sugar efflux transporters, which often respond to pathogens and symbionts for nutritional gain (Chen et al., 2010). In our study, *SWEET11*, −*3*, and −*12* were down-regulated. 

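SWEET11, SWEET3 and SWEET12, which encode sugar transporters, were all lower in co-cultured roots than in plants alone. SWEET11 (AT3G48740) fell by 4.37 on the log2 scale (SE 0.32, adjusted p = 2.51e-05, edgeR) and SWEET3 (AT5G53190) by 3.80 (SE 0.273, adjusted p = 2.18e-05). SWEET12 (AT5G23660), the closest relative of SWEET11, fell by 1.98 (SE 0.199, adjusted p = 1.7e-04), from 114 ± 26.0 CPM (SD, n = 3) in plants alone to 28.9 ± 6.43 CPM (n = 3) in co-culture. Of the 10 SWEET genes tested, 4 fell at an adjusted p of at most 0.05 (5 when adjusted over the list alone). As a set, the SWEET genes were lower than other genes (median log2 fold change -0.45, adjusted p = 0.001, camera). This call was not kept with an inter-gene correlation estimated from the data (adjusted p = 0.0757 with an estimated correlation). The study picked the 4 genes that fell, SWEET11, SWEET3, SWEET12 and SWEET15, from the same samples. The 4 of 10 and the set test are thus not independent evidence of a fall.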

Genes involved in plant development were also affected. 

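Genes of the root cap were lower in co-cultured roots. Of 6 root cap markers, 5 fell at an adjusted p of at most 0.05 from edgeR, and also when adjusted over the list alone. A polygalacturonase gene of the root cap, RCPG (AT1G65570), had 2.26 ± 1.17 CPM (SD, n = 3) in co-culture and 10.3 ± 1.21 CPM (n = 3) in plants alone, a log2 fold change of -2.19 (SE 0.297, adjusted p = 0.00103, edgeR). CEL5 (AT1G22880), a cellulase of the root cap, fell by 0.91 on the log2 scale (SE 0.0729, adjusted p = 4.41e-05). BRN1 (AT1G33280) and BRN2 (AT4G10350), transcription factors of root cap maturation, fell by 0.65 (SE 0.118, adjusted p = 0.00518) and 0.78 (SE 0.165, adjusted p = 0.0114), each less than 2-fold. The set had a median log2 fold change of -0.71 (adjusted p = 9.23e-04, camera; adjusted p = 0.0757 with an estimated correlation).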

So was ROOT CAP POLYGALACTURONASE28, a crucial player in root tip growth, which was also down-regulated at the mRNA level (Kamiya et al., 2016). 

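Genes of photosynthesis fell together in the co-cultured roots. Of 39 photosynthesis genes tested, 35 were lower at an adjusted p of at most 0.05 from edgeR (36 when adjusted over the list alone), with a median log2 fold change of -1.05 (adjusted p = 4.94e-17, camera; adjusted p = 0.21 with an estimated correlation). LHCB1.5 (AT2G34420), a light-harvesting protein, fell by 2.46 on the log2 scale (SE 0.288, adjusted p = 4.29e-04), and PSBP1 (AT1G06680), of photosystem II, fell by 1.09 (SE 0.129, adjusted p = 4.54e-04). Leaf markers of carbon fixation moved by a like amount: 6 of 8 fell (7 when adjusted over the list alone; 3 without Arabidopsis alone replicate 2 or replicate 3), with a median of -1.02 (adjusted p = 3.39e-04, camera; adjusted p = 0.32 with an estimated correlation). RCA (AT2G39730), which activates Rubisco, fell from 42.4 ± 5.71 to 20.8 ± 3.05 CPM (SD, n = 3 each). Of 10 carotenoid genes, 4 were lower, also when adjusted over the list alone, and 2 without co-culture replicate 2 or without Arabidopsis alone replicate 3; BCH1 (AT4G25700), a carotene hydroxylase, fell by 1.12 (SE 0.159, adjusted p = 0.00127). Their set test gave an adjusted p of 0.0264 from camera, and adjusted p = 0.364 with an estimated correlation; without Arabidopsis alone replicate 3 camera gave 0.0605. Of 10 flavonoid genes, 7 were lower (8 when adjusted over the list alone; 4 without co-culture replicate 2), with a median of -1.0 (adjusted p = 1.04e-04, camera; adjusted p = 0.221 with an estimated correlation). MYB12 (AT2G47460), a regulator of flavonol synthesis, fell by 1.21 (SE 0.15, adjusted p = 5.96e-04).

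**Figure D2:**
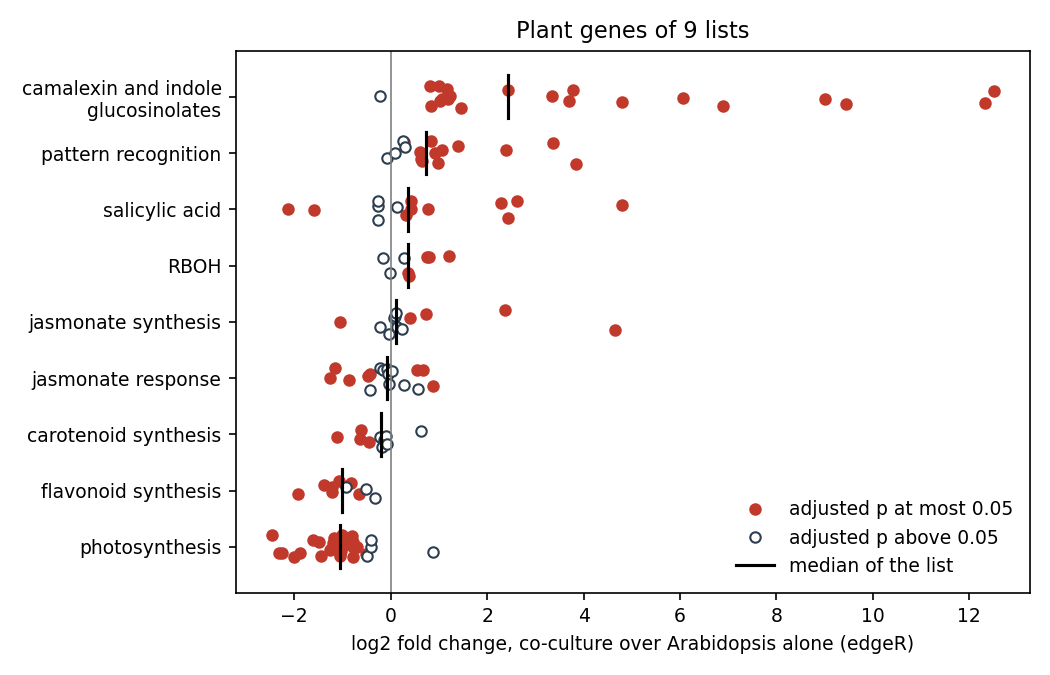
Log2 fold change in co-culture against plants alone (horizontal axis) of the members of 9 plant gene lists. Each point is a gene, filled at an adjusted p of at most 0.05 from edgeR and open above it, and the black line is the median of the list; photosynthesis genes centre on -1.05.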

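Of the genes of defense signals, those of salicylic acid and of reactive oxygen species mostly rose. Among 14 genes of salicylic acid synthesis and response, 8 were higher and 2 lower at an adjusted p of at most 0.05 from edgeR (8 and 3 when adjusted over the list alone). CBP60G (AT5G26920) and SARD1 (AT1G73805), transcription factors that activate salicylic acid synthesis, rose by log2 fold changes of 4.80 (SE 0.163, adjusted p = 3.28e-07) and 2.61 (SE 0.148, adjusted p = 5.12e-06). PBS3 (AT5G13320), an enzyme of that synthesis, rose by 2.28 (SE 0.242, adjusted p = 2.32e-04). ICS1, another enzyme of that synthesis and named after its value was seen, did not rise. It was at -0.26 (SE 0.0958, adjusted p = 0.0993). The 2 lower members, chosen for naming after their values were seen, were ALD1 at -2.14 (adjusted p = 0.00169), an enzyme of pipecolic acid synthesis, and NIMIN1 at -1.59 (adjusted p = 0.00342), a partner of NPR1. The list's median was 0.36 (adjusted p = 1.77e-04, camera; adjusted p = 0.0757 with an estimated correlation). Of 8 NADPH oxidase genes (RBOH family), which make reactive oxygen species, 5 were higher (6 when adjusted over the list alone). This count was 3 without any 1 of co-culture replicates 2 and 3 or of the 3 libraries of plants alone. RBOHA (AT5G07390) rose by 1.20 (SE 0.0649, adjusted p = 3.98e-06) and RBOHD (AT5G47910) by 0.80 (SE 0.11, adjusted p = 0.00112). The RBOH set had an adjusted p of 0.00353 from camera, and adjusted p = 0.0878 with an estimated correlation.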

Defense-related genes, genes involved in the synthesis and propagation of defense signals like JA, SA, NO, and reactive oxygen species (ROS), membrane-associated receptor kinases are up-regulated while pathways involved in or related to photosynthesis, carotenoid and flavonoid biosynthesis are down-regulated. 

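Of 64 WRKY transcription factor genes tested, 25 were higher in co-culture and 6 lower at an adjusted p of at most 0.05 from edgeR (31 and 8 when adjusted over the list alone). WRKY30 (AT5G24110) was among the largest rises, from 0.529 ± 0.118 CPM (SD, n = 3) in plants alone to 21.5 ± 2.05 CPM (n = 3) in co-culture, a log2 fold change of 5.32 (SE 0.159, adjusted p = 1.98e-07, edgeR). WRKY28 (AT4G18170) rose by 2.97 (SE 0.116, adjusted p = 5.99e-07), WRKY53 (AT4G23810) by 2.74 (SE 0.173, adjusted p = 1.04e-05) and WRKY71 (AT1G29860) by 2.23 (SE 0.283, adjusted p = 6.9e-04). WRKY33 (AT2G38470), WRKY41 (AT4G11070) and WRKY45 (AT3G01970) rose by 1.89, 1.89 and 1.71 (adjusted p = 1.66e-06, 2.25e-04 and 1.41e-05). WRKY55 (AT2G40740) was counted 967 times over the co-culture libraries and 3 times over those of plants alone, a ratio of 330 (95% interval 112 to 1600, exact Clopper-Pearson, counting error only); its fitted log2 fold change was 8.19, and 9.14 without Arabidopsis alone replicate 1. WRKY18 (AT4G31800) had a log2 fold change of 0.43 (SE 0.131, adjusted p = 0.0525, edgeR), and adjusted p = 0.0165 with the replicate number as a block; it was 0.0416 without co-culture replicate 1 and 0.0396 without Arabidopsis alone replicate 2. The study picked these 9 WRKY genes from the same samples, so their count is not independent evidence of a rise: 8 were higher, and 9 when adjusted over the list alone. The whole family had a median of 0.26 (adjusted p = 3.49e-09, camera; adjusted p = 0.0757 with an estimated correlation).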

We observed the activation of genes for various defense-related WRKY transcription factors (WRKY18, −28, −30, −33, −41, −45, −53, −55, −71). It has been shown that WRKY71 promotes shoot branching, acceleration of flowering and cell death (cf. references in TAIR, www.Arabidopsis.org); WRKY33 is a target of *Botrytis* to repress defense in *Arabidopsis* (Liu et al., 2017), WRKY53 is involved in disease resistance against *Verticillium longisporium* (Reusche et al., 2013), and WRKY30 confers general abiotic stress response to the plant (Scarpeci et al., 2013). Upregulation of these genes suggest that the plant reprograms its metabolism for defense. Also candidate genes for the perception of pathogen-associated molecular patterns, and enzymes as well as signaling components which might lead to the activation of defense compounds in the host were upregulated in the presence of the fungus. This includes six genes for receptor-like protein kinases (RLP7, −15, −19, −20, −35, −38) and seven genes for proteins with TIR-NBS-LRR domains involved in disease resistance responses (At1g57630; At1g66090; At5g45240; At5g41750; At1g63750; At1g72900, At1g72920). 

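Most genes of a pattern recognition list, which also holds peptide precursors and response markers, were higher in co-cultured roots. So were most genes of camalexin and indole glucosinolates. Of 16 pattern recognition genes, 12 rose at an adjusted p of at most 0.05 from edgeR, and also when adjusted over the list alone. PROPEP3 (AT5G64905), the precursor of a danger peptide, rose by a log2 fold change of 3.84 (SE 0.128, adjusted p = 3.22e-07) and FRK1 (AT2G19190), a receptor kinase gene used as a marker of this response, by 3.36 (SE 0.273, adjusted p = 4.65e-05). The co-receptor SOBIR1 (AT2G31880) rose by 1.06 (SE 0.0967, adjusted p = 9.4e-05) and the chitin receptor LYK4 (AT2G23770) by 0.83 (SE 0.0723, adjusted p = 6.88e-05). Other receptors of microbial patterns were named after their values were seen. FLS2 (0.91), CERK1 (0.63) and LYM2 (0.60) rose by less than 2-fold (adjusted p = 0.00747, 8.56e-04 and 0.00169). EFR (0.29) and LYK5 (0.08) did not pass (adjusted p = 0.259 and 0.642). As a set the 16 genes had a median of 0.74 (adjusted p = 3.77e-11, camera; adjusted p = 0.0707 with an estimated correlation). Of 21 genes for camalexin and indole glucosinolates, 20 rose (20 higher and 1 lower when adjusted over the list alone; 1 lower without Arabidopsis alone replicate 1), with a median of 2.43 (adjusted p = 1.23e-110, camera), which held with an estimated correlation (adjusted p = 0.0299). FOX1 (AT1G26380), an oxidoreductase of indole cyanogenic compounds, rose from 1.05 ± 0.169 to 537 ± 54.1 CPM (SD, n = 3 each), a log2 fold change of 9.01 (SE 0.159, adjusted p = 2.26e-08, edgeR). CYP79B2 (AT4G39950), which makes indole-3-acetaldoxime from tryptophan, rose by 2.42 (SE 0.168, adjusted p = 1.77e-05). The study picked this gene and CYP71A12, CYP71A13, CYP71B15, CYP81F2 and CYP82C2 of the same list from these samples. The 20 of 21 and the set test are thus not wholly independent evidence. Of 13 genes of phenylpropanoid and lignin synthesis, 3 rose (4 when adjusted over the list alone), among them FAH1 (AT4G36220) by 1.03 (SE 0.0806, adjusted p = 3.69e-05); their set test gave an adjusted p of 0.0747 from camera, and 0.0327 without co-culture replicate 3.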

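All 6 named RLP genes, which encode receptor-like proteins, were higher in co-culture. RLP20 (AT2G25440) rose by a log2 fold change of 5.60 (SE 0.305, adjusted p = 4.13e-06, edgeR), RLP19 (AT2G15080) by 3.02 (SE 0.326, adjusted p = 2.61e-04) and RLP7 (AT1G47890) by 2.79 (SE 0.119, adjusted p = 1.02e-06). RLP38 (AT3G23120) and RLP35 (AT3G11080) rose by 2.51 (SE 0.303, adjusted p = 5.13e-04) and 2.18 (SE 0.0812, adjusted p = 5.03e-07). RLP15 (AT1G74190) was counted 347 times over the co-culture libraries and 3 times over those of plants alone, a ratio of 118 (95% interval 40.2 to 577, exact Clopper-Pearson); its fitted log2 fold change was 6.71, with 7.66 without Arabidopsis alone replicate 1 and 6.09 without replicate 3. Over the whole family, 21 of 41 RLP genes tested were higher and 1 lower at an adjusted p of at most 0.05 from edgeR (22 and 2 when adjusted over the list alone; 2 lower without co-culture replicate 3 or with the replicate number as a block), with a median of 0.46 (adjusted p = 6.66e-10, camera; adjusted p = 0.155 with an estimated correlation). All 7 TIR-NBS-LRR genes were higher as well. The gene AT1G57630 rose 69.1-fold, from 0.161 ± 0.0915 to 10.7 ± 1.04 CPM (SD, n = 3 each; adjusted p = 7.7e-07), and AT1G66090 rose 23.1-fold (adjusted p = 2.95e-05), or by a log2 fold change of 5.19 in place of 4.53 without Arabidopsis alone replicate 1. The others were AT5G45240 at 8.52-fold, AT5G41750 at 6.61-fold, AT1G63750 at 4.47-fold, AT1G72920 at 3.36-fold and AT1G72900 at 3.20-fold, with adjusted p from 1.47e-06 to 2.62e-04. The study chose these genes from the same samples, so the 6 of 6 and 7 of 7 are not independent evidence of a rise, over all genes or adjusted over the list alone.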

For the RLP genes, no clear function has been described yet. The mRNAs for the Toll and Interleukin-1 Receptor (TIR)-Nucleotide-Binding Site (NBS)-Leucine-Rich Repeat (LRR) proteins (TIR-NBS-LRR), At1g66090 and At1g72920, have been shown to travel to distant tissue upon stress and thus might be involved in systemic signal propagation (Thieme et al., 2015). Furthermore, numerous genes for cytochrome P450 enzymes responded to the fungus. Of these, 17 are up-regulated and 11 have a described role in plant defense (cf. TAIR). 

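Cytochrome P450 genes of indole compounds were among the largest changes in the plant. CYP82C2 (AT4G31970), which hydroxylates an indole cyanogenic compound, was at 790 ± 64.0 CPM (SD, n = 3) in co-culture and at 0.151 ± 0.0223 CPM (n = 3) in plants alone, a log2 fold change of 12.33 (SE 0.16, adjusted p = 3.21e-09, edgeR). CYP71A12 (AT2G30750) rose by 9.44 (SE 0.23, adjusted p = 1.22e-07). Its neighbour CYP71A13 (AT2G30770), which serves camalexin synthesis and may share reads with it, was counted 7864 times over the co-culture libraries and 1 time over those of plants alone, a ratio of 8040 (95% interval 1440 to 318000, exact Clopper-Pearson); its fitted log2 fold change was 12.51, and 14.35 without Arabidopsis alone replicate 2, which holds that count. CYP71A18 (AT1G11610), another close copy, had no count in plants alone and was at least 54.5-fold higher in co-culture. CYP81F2 (AT5G57220), of indole glucosinolate modification, rose by 6.06 (SE 0.141, adjusted p = 9.64e-08), and CYP71B15 (AT3G26830), the last enzyme of camalexin synthesis, by 4.80 (SE 0.145, adjusted p = 2.04e-07). CYP82C3 (AT4G31950), a copy of CYP82C2 that may share its reads, rose by 7.16 (6.56 without Arabidopsis alone replicate 2), and CYP71B22 (AT3G26200) by 8.70 (9.89 without that replicate). The other named genes rose as well. CYP71B24 rose by 4.85 (5.90 without Arabidopsis alone replicate 3), CYP706A2 by 3.66, CYP706A1 by 3.51, CYP76C4 by 2.97 and CYP81G1 by 2.89. CYP71B6 rose by 2.68, CYP81D8 by 2.31, CYP72A8 by 2.16 and CYP707A3, an abscisic acid hydroxylase, by 1.67. CYP706A2 was taken from the family list, but its deposited fold of 12.0 also places it in Table S1. It is thus no more independent than the others. The study picked the others from the same samples, and with CYP79B2, given above, 17 of its 20 rose, which is not independent evidence. Of 179 P450 genes tested, 50 were higher and 32 lower at an adjusted p of at most 0.05 from edgeR (56 and 44 when adjusted over the list alone; 18 lower without co-culture replicate 2). The family test gave an adjusted p of 1.03e-04 from camera, adjusted p = 0.0757 with an estimated correlation, and 0.144 with limma-voom.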

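CYP75B1, CYP87A2 and CYP705A12 were lower in co-culture. CYP75B1 (AT5G07990), the flavonoid 3'-hydroxylase, fell by 1.93 on the log2 scale (SE 0.206, adjusted p = 2.46e-04, edgeR). CYP87A2 (AT1G12740) was at 17.1 ± 5.25 CPM (SD, n = 3) in co-culture and at 53.5 ± 9.41 CPM (n = 3) in plants alone, a log2 fold change of -1.65 (SE 0.223, adjusted p = 0.001). CYP705A12 (AT5G42580) was at 14.6 ± 4.04 CPM and 40.1 ± 6.22 CPM, a log2 fold change of -1.46 (SE 0.19, adjusted p = 7.97e-04).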

Two of the three down-regulated genes (CYP87A2 and CYP705A12) are involved in cytokinin signaling (cf. TAIR). Many of the *cyp* mRNAs are also known to be mobile within the plant. Finally, defense gene activation is often mediated via Ca^2+^ signaling and Ca^2+^-binding proteins. The majority of genes that code for proteins with Ca^2+^-related functions are involved in signaling, ion uptake and distribution. Many of these are also up-regulated in *Arabidopsis* upon *V. dahliae* infection. 

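Several genes of calcium channels and pumps were higher in co-cultured roots. Of 18 cyclic nucleotide-gated channel (CNGC) genes, 8 rose and 1 fell at an adjusted p of at most 0.05 from edgeR (8 and 4 when adjusted over the list alone). The number that fell was 3 without co-culture replicate 1 or with the replicate number as a block, and 2 without Arabidopsis alone replicate 3. CNGC13 (AT4G01010) rose by a log2 fold change of 2.21 (SE 0.104, adjusted p = 1.8e-06), CNGC20 (AT3G17700) by 1.69 (SE 0.11, adjusted p = 1.27e-05) and CNGC19 (AT3G17690) by 1.54 (SE 0.127, adjusted p = 5.19e-05). CNGC2, listed as DND1 and named after its value was seen, was at -0.78 (adjusted p = 0.0017). The CNGC set had an adjusted p of 0.00154 from camera, and adjusted p = 0.117 with an estimated correlation. Of 10 genes of autoinhibited calcium ATPases (ACA), 3 rose and 1 fell (4 and 2 when adjusted over the list alone; 2 fell without co-culture replicate 1 or with the replicate number as a block). ACA12 (AT3G63380) rose from 22.1 ± 1.55 to 119 ± 11.6 CPM (SD, n = 3 each; adjusted p = 6.4e-07), ACA13 (AT3G22910) rose by a log2 fold change of 1.36 (SE 0.245, adjusted p = 0.0048), and ACA4 (AT2G41560) fell by 0.70 (SE 0.0713, adjusted p = 1.84e-04). The ACA set did not pass camera (adjusted p = 0.0747), but did without co-culture replicate 3 (0.045) and without Arabidopsis alone replicate 1 (0.0418).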

At an early phase of interaction with the pathogen, the plant appears to shift its resources from primary metabolism to defense processes (cf. Discussion).

**Table 2:** KEGG pathway classification of genes differentially expressed in *Arabidopsis* alone vs. co-culture with *V. dahliae*.

**KEGG Pathway**	**Number**	**Percent**	**Pathway ID**
Metabolic pathways	113	21.3	ath01100
Biosynthesis of secondary metabolites	81	15.3	ath01110
Phenylpropanoid biosynthesis	25	4.7	ath00940
Biosynthesis of amino acids	20	3.8	ath01230
Plant-pathogen interaction	18	3.4	ath04626
Glutathione metabolism	17	3.2	ath00480
Phenylalanine. tyrosine and tryptophan biosynthesis	13	2.4	ath00400
Amino sugar and nucleotide sugar metabolism	11	2.1	ath00520
Photosynthesis	10	1.9	ath00195
MAPK signaling pathway—plant	10	1.9	ath04016
Plant hormone signal transduction	9	1.7	ath00380
Photosynthesis—antenna proteins	9	1.7	ath04075
Nitrogen metabolism	8	1.5	ath01200
Carbon metabolism	8	1.5	ath00460
Tryptophan metabolism	8	1.5	ath00910
Cyanoamino acid metabolism	7	1.3	ath00966
Starch and sucrose metabolism	6	1.1	ath00500
Glucosinolate biosynthesis	6	1.1	ath00966
Glycine. serine and threonine metabolism	6	1.1	ath00260
Pentose and glucuronate interconversions	5	0.9	ath00040
2-Oxocarboxylic acid metabolism	5	0.9	ath01210
Flavonoid biosynthesis	5	0.9	ath00941
Glycolysis/Gluconeogenesis	5	0.9	ath00010
Carotenoid biosynthesis	5	0.9	ath00906
Cysteine and methionine metabolism	5	0.9	ath00270
Protein processing in endoplasmic reticulum	5	0.9	ath04141
Phenylalanine metabolism	4	0.8	ath00360
Tropane. piperidine and pyridine alkaloid biosynthesis	4	0.8	ath00960
Sulfur metabolism	4	0.8	ath00920
Purine metabolism	4	0.8	ath00230
Valine. leucine and isoleucine degradation	4	0.8	ath00280
Sesquiterpenoid and triterpenoid biosynthesis	4	0.8	ath00909
Beta-Alanine metabolism	3	0.6	ath00410
SNARE interactions in vesicular transport	3	0.6	ath04130
Fatty acid degradation	3	0.6	ath00071
Fatty acid metabolism	3	0.6	ath01212
Pentose phosphate pathway	3	0.6	ath00030
Ubiquinone and other terpenoid-quinone biosynthesis	3	0.6	ath00130
Propanoate metabolism	3	0.6	ath00640
Pyruvate metabolism	3	0.6	ath00620
Taurine and hypotaurine metabolism	3	0.6	ath00430
Ascorbate and aldarate metabolism	3	0.6	ath00053
Alpha-Linolenic acid metabolism	3	0.6	ath00592
Fatty acid biosynthesis	3	0.6	ath00061
Carbon fixation in photosynthetic organisms	3	0.6	ath00710
Steroid biosynthesis	3	0.6	ath00100
Galactose metabolism	3	0.6	ath00052
Tyrosine metabolism	3	0.6	ath00350
Inositol phosphate metabolism	2	0.4	ath00562
Selenocompound metabolism	2	0.4	ath00450
Monobactam biosynthesis	2	0.4	ath00261
Isoquinoline alkaloid biosynthesis	2	0.4	ath00950
Protein export	2	0.4	ath03060
Linoleic acid metabolism	2	0.4	ath00591
RNA degradation	2	0.4	ath03018
Peroxisome	2	0.4	ath04146
Fructose and mannose metabolism	2	0.4	ath00051
Arachidonic acid metabolism	1	0.2	ath00590
Citrate cycle (TCA cycle)	1	0.2	ath00020
Alanine. aspartate and glutamate metabolism	1	0.2	ath00250
Transporters	1	0.2	ath02010
Riboflavin metabolism	1	0.2	ath00740
Lysine degradation	1	0.2	ath00310
Flavone and flavonol biosynthesis	1	0.2	ath00944
Glyoxylate and dicarboxylate metabolism	1	0.2	ath00630
Zeatin biosynthesis	1	0.2	ath00908
Vitamin B6 metabolism	1	0.2	ath00750
Valine. leucine and isoleucine biosynthesis	1	0.2	ath00290
Terpenoid backbone biosynthesis	1	0.2	ath00900
Biosynthesis of unsaturated fatty acids	1	0.2	ath01040
Circadian rhythm—plant	1	0.2	ath04712
Stilbenoid. diarylheptanoid and gingerol biosynthesis	1	0.2	ath00945
Pantothenate and CoA biosynthesis	1	0.2	ath00770
Butanoate metabolism	1	0.2	ath00650
Indole alkaloid biosynthesis	1	0.2	ath00901
Phagosome	1	0.2	ath04145
Glycerophospholipid metabolism	1	0.2	ath00564
Lysine biosynthesis	1	0.2	ath00310

**Figure 2:**
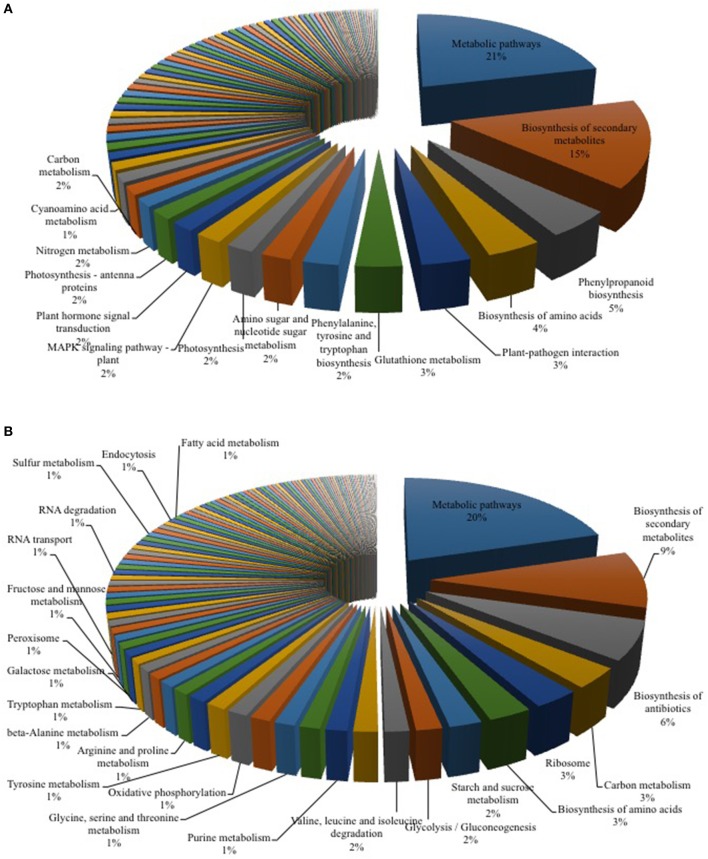
KEGG Mapper analysis of RNA-seq data for *Arabidopsis-Verticillium* co-culture. Shown are the mapped pathways (*n* = 3) for differentially expressed genes in *Arabidopsis* alone vs. co-culture **(A)** and *Verticillium* alone vs. co-culture **(B)**. A full list of the other regulated pathways is shown in Tables 2, 3.

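The SNARE gene AT1G16225 was at 1.72 ± 0.233 CPM (SD, n = 3) in co-culture and at 0.365 ± 0.105 CPM (n = 3) in plants alone, a 4.62-fold rise (SE of the log2 fold change 0.239, adjusted p = 2.65e-04, edgeR). The SNARE gene AT5G39630 was at 0.377 ± 0.174 CPM in co-culture and had no count in any library of plants alone. It was at least 22.4-fold higher in co-culture, against a floor of 3 counts over the group (adjusted p = 0.00376, edgeR).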

Interestingly, two genes for SNARE proteins (soluble N-ethylmaleimide-sensitive-factor attachment receptor, At5g39630, and At1g16225) also responded to the fungus. SNARE proteins are involved in vesicle trafficking and membrane fusion and deliver defense products to infection sites during exocytosis-associated immune responses (Wang et al., 2017, and references cited therein). Stimulation of *EXO70H4* and *EXO70A3* for EXOCYST subunits is consistent with the stimulation of exocytosis-mediated callose deposition and cell wall maturation by the fungus (Li et al., 2010; Kulich et al., 2015).

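Both EXO70 genes, of subunits of the exocyst complex, were higher in co-culture. EXO70H4 (AT3G09520) was at 3.41 ± 0.704 CPM (SD, n = 3) in co-culture and at 0.892 ± 0.134 CPM (n = 3) in plants alone, a log2 fold change of 1.92 (SE 0.2, adjusted p = 2.1e-04, edgeR). EXO70A3 (AT5G52350) was at 3.22 ± 0.638 CPM and 0.0271 ± 0.0469 CPM, a log2 fold change of 7.03 (SE 0.537, adjusted p = 3.26e-05). Its size rests on the low counts in plants alone: it was 10.61 without Arabidopsis alone replicate 1 and 6.40 without replicate 3.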

### *V. dahliae* pathways respond to the interaction with *Arabidopsis*

Many genes annotated in the 117 fungal pathways that were affected by co-cultivation with *Arabidopsis* (Table 3 and Figure 2B), are still uncharacterized or with unknown function, which limits our analysis on the fungal side. However, like on the plant side, the majority of the affected pathways involved in primary metabolism, e.g., genes for the amino acid metabolism, were highly down-regulated, while those for sugar metabolism and sugar transport processes were up-regulated. This suggests that the fungus starts quite early to reprogram its primary metabolism and adapts amino acid and sugar metabolism to being inside a host. mRNA for several enzymes employed in degradation of the plant cell wall, such as the cell wall glycosyl-hydrolase *YteR* (Moore et al., 2016), were up-regulated as shown previously. 

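Few fungal genes carry a symbol in the deposited tables, 78 of 10479. Those 78 were looked at after their values were seen, and 20 of them were called lower in co-culture and 3 higher. The lower ones were 10, 13 and 8 without co-culture replicates 1, 2 and 3, and the higher ones 1 without co-culture replicate 2 or 3 or V. dahliae alone replicate 1, 2 without co-culture replicate 1 and 6 without V. dahliae alone replicate 3. The 3 higher genes were sge1 (VDAG_06298), a transcription regulator (log2 fold change 2.58, SE 0.36, adjusted p = 1.03e-04, edgeR), aguA (VDAG_03526), an alpha-glucuronidase of xylan breakdown (1.47, SE 0.449, adjusted p = 0.0226), and MMM1 (VDAG_06293), of the contact site between mitochondria and the endoplasmic reticulum (1.24, SE 0.401, adjusted p = 0.0308). The call of aguA was lost without co-culture replicate 2 (adjusted p = 0.0549) or 3 (0.115) or V. dahliae alone replicate 1 (0.0793), and that of MMM1 without co-culture replicate 1 (0.0932), 2 (0.0581) or 3 (0.116) or V. dahliae alone replicate 1 (0.0731).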

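Most of the listed genes of sugar and quinate uptake rose in the co-cultured fungus, and several genes of amino acid synthesis fell. The groups below were made by product name in Tables S3 and S4, which list genes of at least 5-fold that the study selected for their change in these samples, so their counts are not independent evidence of a direction. Of 37 genes of sugar and quinate transporters, 7 of them quinate permeases, 36 stand in Table S3, all of them called higher here, with a median log2 fold change of 3.79. VDAG_08286, an alpha-glucoside permease, rose by 8.22 (SE 0.498, adjusted p = 1.98e-07, edgeR) and VDAG_05374, a hexose transporter, by 6.85 (SE 0.481, adjusted p = 3.66e-07). The other one, VDAG_05443, a galactose transporter, fell by 4.79 (SE 0.42, adjusted p = 2.01e-06). Of 9 genes of amino acid synthesis, 7 stand in Table S4 and were called lower. VDAG_01845, a branched-chain amino acid aminotransferase, fell by 3.26 (SE 0.41, adjusted p = 4.33e-05) and VDAG_07695, chorismate synthase, fell by 2.97 (SE 0.403, adjusted p = 8.32e-05). The 2 that rose were VDAG_09622, argininosuccinate lyase, by 3.67 (SE 0.502, adjusted p = 8.65e-05), and VDAG_03502, pyrroline-5-carboxylate reductase (SE 0.495, adjusted p = 5.48e-04). Amino acid transporters went both ways, 5 higher and 4 lower. VDAG_10460, an amino acid permease, rose by 6.91 (SE 0.625, adjusted p = 2.61e-06; 7.62 without V. dahliae alone replicate 3), and VDAG_09644, an arginine permease, fell by 4.49 (SE 0.571, adjusted p = 4.81e-05; 5.55 without co-culture replicate 3). Among genes of sugar breakdown and fermentation, VDAG_09443, pyruvate decarboxylase, was at -6.21 (adjusted p = 1.42e-06); 5 of the 9 members, all alcohol dehydrogenases, rose, while 2 other alcohol dehydrogenases, VDAG_04793 and VDAG_05646, fell by 5.00 (SE 0.556, adjusted p = 1.5e-05) and 2.78 (SE 0.57, adjusted p = 0.00215), and by 4.31 and 1.70 without V. dahliae alone replicate 2.

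**Figure D3:**
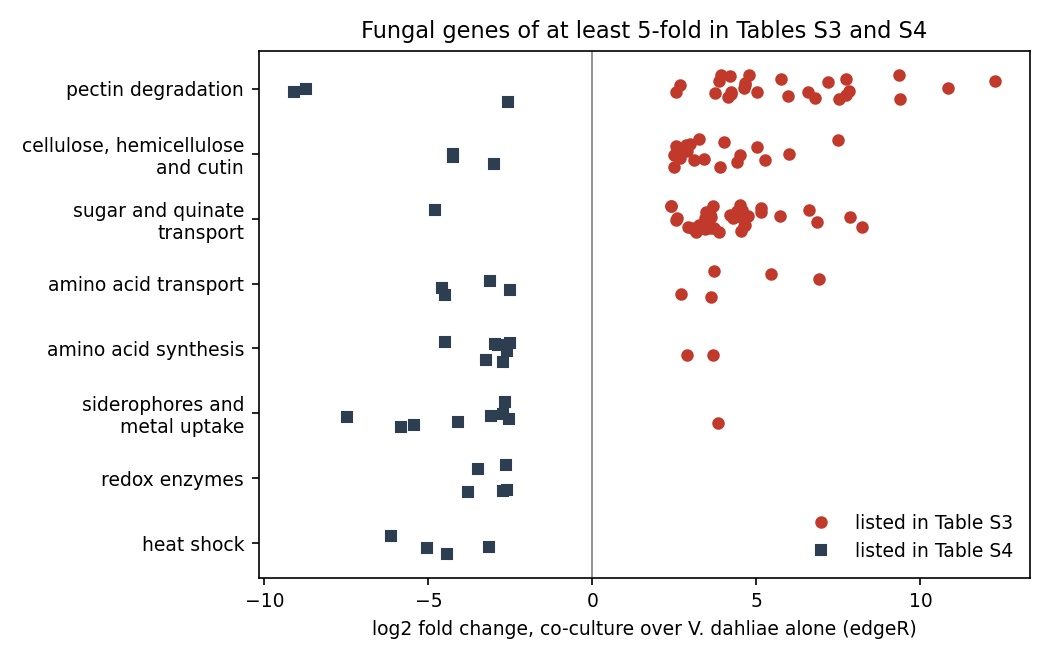
Log2 fold change in co-culture against V. dahliae alone (horizontal axis) of fungal genes grouped by product name. Circles are genes of Table S3 and squares genes of Table S4, which the study selected for their change; sugar and quinate transporters other than VDAG_05443 lie above 0.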

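Most of the listed genes of pectin breakdown were higher in co-culture. Of 30 genes of pectin-degrading enzymes in Tables S3 and S4, which list genes of at least 5-fold, 27 were called higher, with a median log2 fold change of 5.02, and 3 lower. VDAG_05799, a pectinesterase, was at 1452 ± 401 CPM (SD, n = 3) in co-culture and 0.29 ± 0.182 CPM (n = 3) alone, a log2 fold change of 12.26 (SE 0.658, adjusted p = 6.53e-08, edgeR; 12.92 without V. dahliae alone replicate 2). VDAG_05402, a pectate lyase, rose by 9.37 (SE 0.695, adjusted p = 5.11e-07). The 3 lower genes included VDAG_04718, pectate lyase B, at -9.11 (SE 1.02, adjusted p = 1.66e-05); this was -11.92 without co-culture replicate 1, -8.28 without co-culture replicate 2 and -8.27 without V. dahliae alone replicate 2. Both genes named YteR rose: VDAG_08105 144-fold, from 0.887 ± 0.183 to 128 ± 71.0 CPM (SD, n = 3 each; adjusted p = 8.62e-07), and VDAG_05036 25.2-fold, from 4.58 ± 0.54 to 115 ± 59.4 CPM (adjusted p = 8.55e-06). Of 23 genes with a product name of cellulose, hemicellulose or cutin, including a cutinase (VDAG_07344) and a cutinase transcription factor (VDAG_01318), 20 stand in Table S3, 19 of them called higher here, among them the exoglucanase VDAG_02898 by 7.49 (SE 0.889, adjusted p = 2.61e-05; 10.09 without V. dahliae alone replicate 2) and the xylanase VDAG_03808 by 4.03 (SE 0.497, adjusted p = 3.78e-05). The other 3 were endoglucanases that were called lower. Since the study selected the genes of both tables for their change in these samples, the counts are not independent evidence of a direction.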

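The genes COQ7, COQ4 and COQ6 of coenzyme Q synthesis, of the mitochondrial respiratory chain, were lower in the co-cultured fungus. These and the following genes were chosen after their values were seen, among the few that carry a symbol. COQ7 (VDAG_01825) fell by 2.87 on the log2 scale (SE 0.552, adjusted p = 0.00138, edgeR; 4.47 without co-culture replicate 2), COQ4 (VDAG_02483) by 2.54 (SE 0.406, adjusted p = 3.27e-04) and COQ6 (VDAG_04248) by 2.31 (SE 0.388, adjusted p = 4.85e-04). COQ5 and COQ3 were at -1.46 each (adjusted p = 0.0322 and 0.046), COQ5 at -2.30 without co-culture replicate 2. Their calls were lost without co-culture replicate 1 (adjusted p = 0.114 and 0.129) or 3 (0.132 and 0.0907) or V. dahliae alone replicate 1 (0.0728 and 0.101). In Table S4, VDAG_09667, a subunit of cytochrome c oxidase, fell by 2.73 (SE 0.425, adjusted p = 2.66e-04). TIF6 and HCR1, of translation initiation and ribosome assembly, were at -1.28 (adjusted p = 0.0123) and -1.26 (adjusted p = 0.0225), and TIF35 at -0.97 (adjusted p = 0.0407). The call of TIF6 was lost without co-culture replicate 2 (adjusted p = 0.0541) or 3 (0.0849), that of HCR1 without co-culture replicate 1 (0.114) or 3 (0.0603) or V. dahliae alone replicate 1 (0.0662), and TIF35 did not pass without co-culture replicate 1 (0.195), 2 (0.13) or 3 (0.102) or V. dahliae alone replicate 1 (0.0896) or 3 (0.0608). TIF34 (-0.60), TIF32 (-0.34), PRT1 (-0.33), INT6 (-0.17), NIP1 (-0.16) and CLU1 (-0.12), also of translation initiation, did not pass (adjusted p = 0.201, 0.546, 0.576, 0.77, 0.759 and 0.861). The ribosomal protein genes RPS0 and RPS1 had log2 fold changes of -0.52 (SE 0.386, adjusted p = 0.329) and -0.01 (SE 0.359, adjusted p = 0.979). VDAG_09965, a CCR4-Not subunit of mRNA turnover, fell by 3.61 (SE 0.477, adjusted p = 6.6e-05), while PAN2 and PAN3, of poly(A) shortening, were at 0.26 and 0.24 (adjusted p = 0.661 and 0.753). Tables S3 and S4, which list genes of at least 5-fold, name no ribosomal or proteasome protein. The paper's Table 3 maps its DEGs of at least 2-fold to pathways. It counts genes of the ribosome, of oxidative phosphorylation and of the proteasome among them. That mapping was not repeated here, so the few genes above do not test the paper's statement on these pathways.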

Genes involved in processes such as oxidative phosphorylation, ribosome formation, RNA transport and degradation or proteasome functions were preferentially down-regulated in the co-cultivated fungus. 

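Most of the listed genes of metal uptake, and the listed genes of redox enzymes and heat shock proteins, were lower in the co-cultured fungus. They were grouped by product name in Tables S3 and S4, which list genes of at least 5-fold that the study selected on these samples. Of 9 genes of metal and siderophore uptake, 8 were called lower: VDAG_06151, a copper transporter, fell by 7.49 on the log2 scale (SE 0.925, adjusted p = 3.79e-05, edgeR; 6.82 without co-culture replicate 2) and VDAG_09805, a siderophore iron transporter, by 5.84 (SE 0.838, adjusted p = 1.3e-04). Without V. dahliae alone replicate 2 the falls were 6.25 and 4.48. VDAG_02660, a ferric reductase, rose by 3.84 (SE 0.365, adjusted p = 4.2e-06). All 5 listed redox genes were lower, among them superoxide dismutase (VDAG_07230) at -3.79 (SE 0.534, adjusted p = 1.12e-04; -3.19 without V. dahliae alone replicate 2) and cytochrome c peroxidase (VDAG_03116) at -3.48 (SE 0.434, adjusted p = 4.11e-05). Outside these tables, 2 catalase-peroxidase genes called katG, named after their values were seen, did not pass: VDAG_02834 at -0.19 (SE 0.359, adjusted p = 0.714) and VDAG_04826 at 0.55 (SE 0.385, adjusted p = 0.297; 0.95, adjusted p = 0.0241 without V. dahliae alone replicate 2). All 4 heat shock genes were lower; VDAG_08797, a small heat shock protein, fell by 6.16 (SE 0.474, adjusted p = 6.88e-07) and VDAG_05829, HSP98, by 4.45 (SE 0.432, adjusted p = 4.75e-06). Of nitrogen and sulfur metabolism, MET3 (VDAG_02457), ATP sulfurylase, named after its value was seen, was at -2.50 (SE 0.373, adjusted p = 1.84e-04).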

Closer inspection of the data supports the idea that the fungus down-regulates genes for essential processes (primary sucrose, N and P metabolism, ion homeostasis, redox processes, defense, and secondary metabolites) perhaps because of its increasing reliance on the plant. Reduced defense gene activation may indicate that the fungus prevents the synthesis of compounds that restrict its growth and propagation in the host.

**Table 3:** KEGG pathway classification of genes differentially expressed in *Verticillium* alone vs. co-culture.

**KEGG Pathway**	**Number**	**Percent**	**Pathway ID**
Metabolic pathways	344	20.4	vda01100
Biosynthesis of secondary metabolites	151	9.0	vda01110
Biosynthesis of antibiotics	104	6.2	vda01130
Carbon metabolism	55	3.3	vda01200
Ribosome	50	3.0	vda03010
Biosynthesis of amino acids	47	2.8	vda01230
Starch and sucrose metabolism	35	2.1	vda00500
Glycolysis/Gluconeogenesis	28	1.7	vda00010
Valine. leucine and isoleucine degradation	26	1.5	vda00280
Pentose and glucuronate interconversions	26	1.5	vda00040
Purine metabolism	23	1.4	vda00230
Amino sugar and nucleotide sugar metabolism	22	1.3	vda00520
Glycine. serine and threonine metabolism	22	1.3	vda00260
Pyruvate metabolism	22	1.3	vda00620
Oxidative phosphorylation	22	1.3	vda00190
Tyrosine metabolism	22	1.3	vda00350
Cysteine and methionine metabolism	20	1.2	vda00270
Arginine and proline metabolism	19	1.1	vda00330
Glycerolipid metabolism	18	1.1	vda00561
Propanoate metabolism	17	1.0	vda00640
Beta-Alanine metabolism	17	1.0	vda00410
Tryptophan metabolism	16	0.9	vda00380
Galactose metabolism	16	0.9	vda00052
Peroxisome	16	0.9	vda04146
Methane metabolism	15	0.9	vda00680
Fructose and mannose metabolism	15	0.9	vda00051
Butanoate metabolism	15	0.9	vda00650
Cyanoamino acid metabolism	15	0.9	vda00460
RNA transport	14	0.8	vda03013
2-Oxocarboxylic acid metabolism	14	0.8	vda01210
Histidine metabolism	13	0.8	vda00340
Protein processing in endoplasmic reticulum	13	0.8	vda04141
Alanine. aspartate and glutamate metabolism	13	0.8	vda00250
Ribosome biogenesis in eukaryotes	12	0.7	vda03008
RNA degradation	12	0.7	vda03018
Steroid biosynthesis	12	0.7	vda00100
Phenylalanine metabolism	12	0.7	vda00360
Lysine degradation	12	0.7	vda00310
Pentose phosphate pathway	12	0.7	vda00030
Fatty acid degradation	11	0.7	vda00071
Glyoxylate and dicarboxylate metabolism	11	0.7	vda00630
Glycerophospholipid metabolism	11	0.7	vda00564
Sulfur metabolism	11	0.7	vda00920
Pantothenate and CoA biosynthesis	11	0.7	vda00770
Nicotinate and nicotinamide metabolism	10	0.6	vda00760
Autophagy—yeast	9	0.5	vda04138
Endocytosis	9	0.5	vda04144
Fatty acid metabolism	9	0.5	vda01212
Phenylalanine. tyrosine and tryptophan biosynthesis	8	0.5	vda00400
Ubiquinone and other terpenoid-quinone biosynthesis	8	0.5	vda00130
Valine. leucine and isoleucine biosynthesis	8	0.5	vda00290
Porphyrin and chlorophyll metabolism	8	0.5	vda00860
Spliceosome	8	0.5	vda03040
Pyrimidine metabolism	7	0.4	vda00240
Arginine biosynthesis	7	0.4	vda00220
Nitrogen metabolism	7	0.4	vda00910
Aminoacyl-tRNA biosynthesis	7	0.4	vda00970
Glutathione metabolism	6	0.4	vda00480
Folate biosynthesis	6	0.4	vda00790
Ubiquitin mediated proteolysis	6	0.4	vda04120
Terpenoid backbone biosynthesis	6	0.4	vda00900
Nucleotide excision repair	6	0.4	vda03420
Citrate cycle (TCA cycle)	6	0.4	vda00020
Other glycan degradation	5	0.3	vda00511
Mitophagy—yeast	5	0.3	vda04139
Base excision repair	5	0.3	vda03410
Taurine and hypotaurine metabolism	5	0.3	vda00430
Proteasome	5	0.3	vda03050
Sphingolipid metabolism	5	0.3	vda00600
MAPK signaling pathway—yeast	5	0.3	vda04011
Various types of N-glycan biosynthesis	5	0.3	vda00513
Phagosome	5	0.3	vda04145
Ascorbate and aldarate metabolism	5	0.3	vda00053
Fatty acid elongation	4	0.2	vda00062
Riboflavin metabolism	4	0.2	vda00740
SNARE interactions in vesicular transport	4	0.2	vda04130
N-Glycan biosynthesis	4	0.2	vda00510
One carbon pool by folate	4	0.2	vda00670
Vitamin B6 metabolism	4	0.2	vda00750
mRNA surveillance pathway	4	0.2	vda03015
Carotenoid biosynthesis	4	0.2	vda00906
Linoleic acid metabolism	3	0.2	vda00591
Ether lipid metabolism	3	0.2	vda00565
Meiosis—yeast	3	0.2	vda04113
Synthesis and degradation of ketone bodies	3	0.2	vda00072
Cell cycle—yeast	3	0.2	vda04111
Glycosylphosphatidylinositol (GPI)-anchor biosynthesis	3	0.2	vda00563
Arachidonic acid metabolism	3	0.2	vda00590
Sulfur relay system	3	0.2	vda04122
Basal transcription factors	3	0.2	vda03022
Thiamine metabolism	3	0.2	vda00730
Selenocompound metabolism	3	0.2	vda00450
Glycosphingolipid biosynthesis—globo and isoglobo series	3	0.2	vda00603
Phosphonate and phosphinate metabolism	2	0.1	vda00440
Non-homologous end-joining	2	0.1	vda03450
RNA polymerase	2	0.1	vda03020
Autophagy—other	2	0.1	vda04136
Biosynthesis of unsaturated fatty acids	2	0.1	vda01040
Alpha-Linolenic acid metabolism	2	0.1	vda00592
Lysine biosynthesis	2	0.1	vda00300
DNA replication	2	0.1	vda03030
Protein export	2	0.1	vda03060
Inositol phosphate metabolism	2	0.1	vda00562
Biotin metabolism	2	0.1	vda00780
Mismatch repair	2	0.1	vda03430
Mannose type O-glycan biosynthesis	1	0.1	vda00515
Lipoic acid metabolism	1	0.1	vda00785
Other types of O-glycan biosynthesis	1	0.1	vda00514
Phosphatidylinositol signaling system	1	0.1	vda04070
Monobactam biosynthesis	1	0.1	vda00261
Fatty acid biosynthesis	1	0.1	vda00061
Sesquiterpenoid and triterpenoid biosynthesis	1	0.1	vda00909
Caffeine metabolism	1	0.1	vda00232
AGE-RAGE signaling pathway in diabetic complications	1	0.1	vda04933
Carbapenem biosynthesis	1	0.1	vda00332
ABC transporters	1	0.1	vda02010
Glycosaminoglycan degradation	1	0.1	vda00531

### *V. dahliae* growth is reduced in *Arabidopsis* JA mutants

Former studies indicate that the accumulation and perception of jasmonates are key events for both plant and fungal responses to the interaction. The plant defense machinery is activated by an elevation of jasmonates and activation of the receptor COI1, while the fungus activates the plant COI1-dependent JA pathway to induce disease symptom development in the host (Feys et al., 1994; Xie et al., 1998; Ralhan et al., 2012). Upregulation of genes involved in JA biosynthesis and responses within the first 24 h of co-cultivation demonstrates that the course is already set even before significant changes in the plant hormone levels can be detected (cf. below). 

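Some genes of jasmonate synthesis rose, and those of the jasmonate response went both ways. Of 12 synthesis genes tested, 4 were higher and 1 lower at an adjusted p of at most 0.05 from edgeR (5 and 2 when adjusted over the list alone; 2 lower with the replicate number as a block). OPCL1 (AT1G20510), which activates a late precursor, rose by a log2 fold change of 0.73 (SE 0.0749, adjusted p = 1.85e-04), and the allene oxide cyclase gene AOC2 (AT3G25770) fell by 1.05 (SE 0.154, adjusted p = 0.0016). The set had a median of 0.12 and an adjusted p of 0.0955 from camera. Of 17 response genes, 3 were higher and 5 lower (4 and 6 when adjusted over the list alone). The 5 lower became 2 without co-culture replicate 2 or Arabidopsis alone replicate 2, and 3 without co-culture replicate 3 or Arabidopsis alone replicate 1 or 3. JAZ6 (AT1G72450) and JAZ1 (AT1G19180), repressors that jasmonate induces, rose by 0.88 (SE 0.0951, adjusted p = 2.55e-04) and 0.54 (SE 0.0858, adjusted p = 0.00253). VSP1 (AT5G24780) and VSP2 (AT5G24770), vegetative storage proteins used as markers of the response, fell by 1.16 (SE 0.131, adjusted p = 3.45e-04) and 1.26 (SE 0.169, adjusted p = 9.53e-04). The response set had a median of -0.07 and an adjusted p of 0.303 from camera. Of the genes that the paper studies as mutants, JAR1 (AT2G46370) and COI1 (AT2G39940) were each at -0.04 (SE 0.0862 and 0.0722, adjusted p = 0.794 and 0.801), and CYP94B3 (AT3G48520) fell by 0.47 (SE 0.136, adjusted p = 0.0443), less than 2-fold. This did not pass without co-culture replicate 2 (adjusted p = 0.105) or 3 (0.0845), or without Arabidopsis alone replicate 1 (0.113) or 2 (0.136).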

We observed several DEGs involved in the α-linolenic acid pathway as well as in plant hormone signal transduction pathways (Table 2 and Figure 2A). 

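The lipoxygenase genes LOX3 and LOX4 of jasmonate synthesis rose, and most of the auxin-responsive genes examined did not pass the test. LOX4 (AT1G72520) rose 5.16-fold, from 0.849 ± 0.0493 to 4.39 ± 1.30 CPM (SD, n = 3 each; adjusted p = 2.05e-04, edgeR), and LOX3 (AT1G17420), a paralog that may share reads with it, 25.1-fold, from 0.0221 ± 0.00711 to 0.612 ± 0.217 CPM (adjusted p = 3.61e-04). LOX6 (AT1G67560), named after its value was seen, was at 0.08 (SE 0.0881, adjusted p = 0.634). OPR3 (AT2G06050) rose by less than 2-fold, with a log2 fold change of 0.40 (SE 0.07, adjusted p = 0.00441). For the ethylene response, ERF1A (AT4G17500) rose by 0.58 (SE 0.104, adjusted p = 0.00468), while ERF1B (AT3G23240), the gene also called ERF1, was at 0.73 (SE 0.273, adjusted p = 0.107). Of the auxin-conjugating enzymes, GH3.17 (AT1G28130) fell by 0.57 (SE 0.0845, adjusted p = 0.00172) and GH3.1 (AT2G14960) by 1.27 (SE 0.174, adjusted p = 0.0011), while GH3.2 (AT4G37390) rose by 1.53 (SE 0.165, adjusted p = 2.61e-04). WES1 (AT4G27260) was at -0.22 (SE 0.109, adjusted p = 0.222), DFL2 (AT4G03400) at 0.10 (SE 0.0933, adjusted p = 0.544) and ARF5 (AT1G19850) at 0.19 (SE 0.104, adjusted p = 0.281). GH3.4 (AT1G59500) had 2, 3 and 1 counts in the co-culture libraries and 1, 0 and 0 in those of plants alone, too few to test. Of the 14 auxin genes tested, 1 was higher and 2 lower (1 and 3 when adjusted over the list alone; 2 higher without co-culture replicate 1), and their set test gave an adjusted p of 0.39 from camera.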

While the expression of growth-associated genes like the auxin-responsive genes *ARF5* (Krogan et al., 2016) and several members of the *GH3*-family (e.g., *GH3.17, GH3.4, DFL2, WES1*, Staswick et al., 2005) was decreased, an up-regulation of the JA biosynthetic genes *LIPOXYGENASE 3* and *4* (*LOX3* and *4*, Acosta and Farmer, 2010; Umate, 2011) and *OXOPHYTODIENOATE-REDUCTASE 3* (*OPR3*, Müssig et al., 2000) as well as of an ET response factor (*ERF1*, Fujimoto et al., 2000) was observed.

To further investigate the role of JA in the *Arabidopsis*-*V. dahliae* interaction, we analyzed the phenotype and vitality of *Verticillium*-infected JA mutants *jar1* (Staswick et al., 1992; Staswick and Tiryaki, 2004), *coi1-16* (Ellis and Turner, 2002), and *cyp94B3* (Koo et al., 2011). Although there was no visual difference between the mutants and the WT plants 10 *dpi*, the WT plants were dead after 20 *dpi*, while the mutant plants showed disease symptoms in leaves but were still vital and alive (Figure 3). This result was confirmed by analysis of the efficiency of the electron transfer during photosynthesis using chlorophyll fluorescence measurements, a sensitive marker for plant vitality (Figure 4). At 10 *dpi*, there were only small differences between the mutants and the WT, and chlorophyll fluorescence values around 0.81 indicate that the plants were capable of photosynthesis. At 20 *dpi*, the JA mutants still possessed a fluorescence value between 0.81 and 0.83, while WT plants were at 0.24 corresponding to very low levels of electron transport and photosynthetic efficiency. Thus, these non-invasive measurements provide an efficient tool to determine and quantify disease development in *Verticillium*-infected hosts. To obtain further insight into the colonization efficiency of *V. dahliae*, the content of fungal RNA—in the plants previously analyzed for chlorophyll fluorescence—was determined in roots and shoots separately, and the levels were compared to those in WT plants (Figure S2). The colonization pattern at the two tested time points was very different. While *coi1-16* and *cyp94B3* roots showed a significantly lower colonization at 10 *dpi* compared to WT (38 and 30%, respectively), *jar1* roots showed an intermediate level with 83% (Figure S2A). The respective shoots of the plants show the same trend (Figure S2B). At 20 *dpi*, no difference in colonization of the mutant shoots was detectable; all of them showed significantly lower fungal RNA levels compared to the WT (Figure S2D). The levels of fungal RNA in the roots of *coi1-16* plants was significantly lower compared to those of all other genotypes.

**Figure 3:**
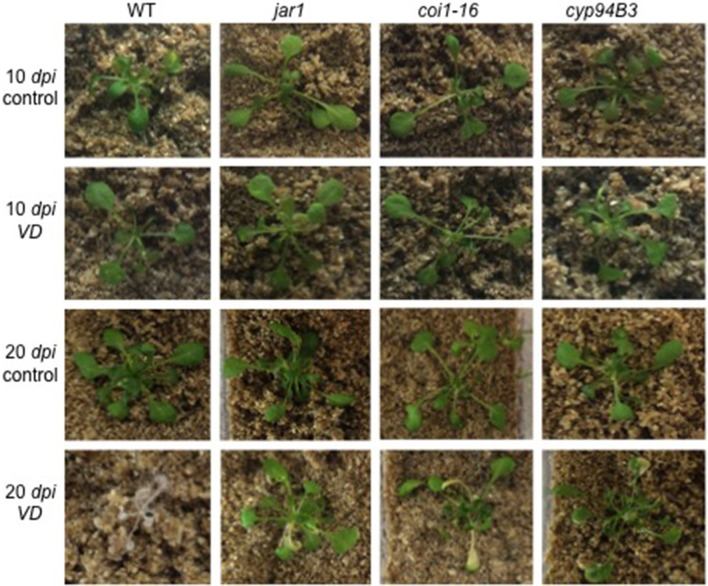
Phenotype of *V. dahliae (VD)*-infected *Arabidopsis* WT and JA mutant plants. Shown are representative phenotypes of WT, *jar1, coi1-16*, and *cyp94B3* plants 10 (upper two rows) and 20 *dpi* (lower two rows) grown in Magenta boxes. 14 day-old plants were treated with water (control, *n* = 6) or *VD* (*n* = 9) for 24 h and then transferred to the boxes.

**Figure 4:**
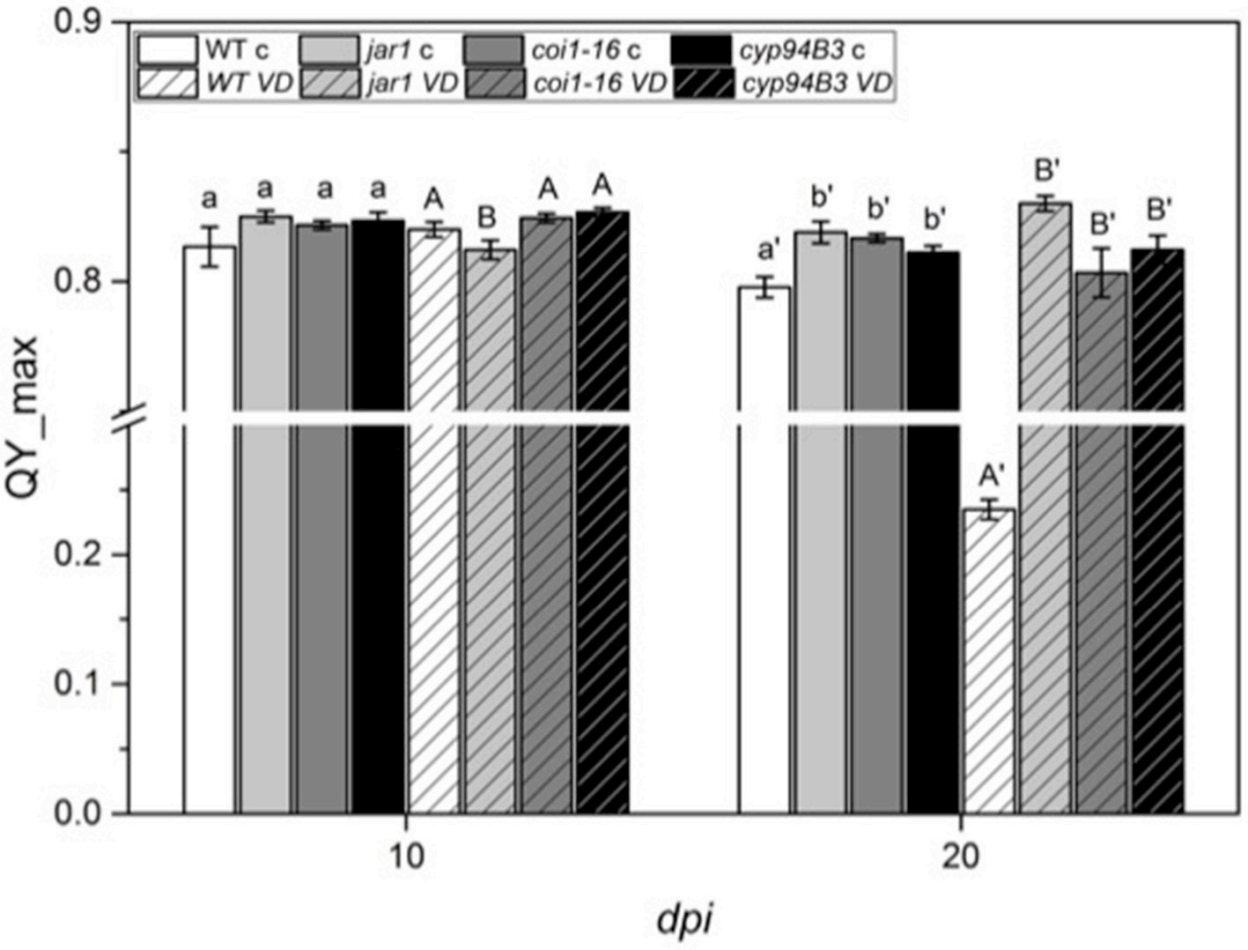
Chlorophyll fluorescence (QY_max) analysis of *Arabidopsis* WT and JA mutant plants after 24 h of *V. dahliae* infection. Shown are the QY_max values [± SE, *n* = 6 (control) and 9 (*VD*-infected)] in control (plain color) and *VD*-infected (stripes) plants 10 and 20 *dpi*. QY_max was analyzed in WT (white), *jar1* (light gray), *coi1-16* (dark gray) and *cyp94B3* (black) plants. Statistically significant differences between controls and between infected plants were analyzed by one-way ANOVA separately, *p* < 0.05 (Sidak). Different letters indicate a statistically significant difference.

### Root colonization and plant hormone levels are not altered after the first 24h of co-culture with *V. dahliae*

To compare the colonization of the mutant plants in the very early phase, the content of fungal RNA was also analyzed 24 h after co-cultivation (Figure 5). All plants showed a similar fungal colonization with no statistically significant differences (Figure 5A). Compared to the WT colonization level (set as 100%), *jar1* plants showed a colonization of 90.0%, *coi1-16*, and *cyp94B3* of 121.4 and 129.8%, respectively (Figure 5B). These results suggest that there are also no differences in plant JA levels during the first 24 h of co-culture.

**Figure 5:**
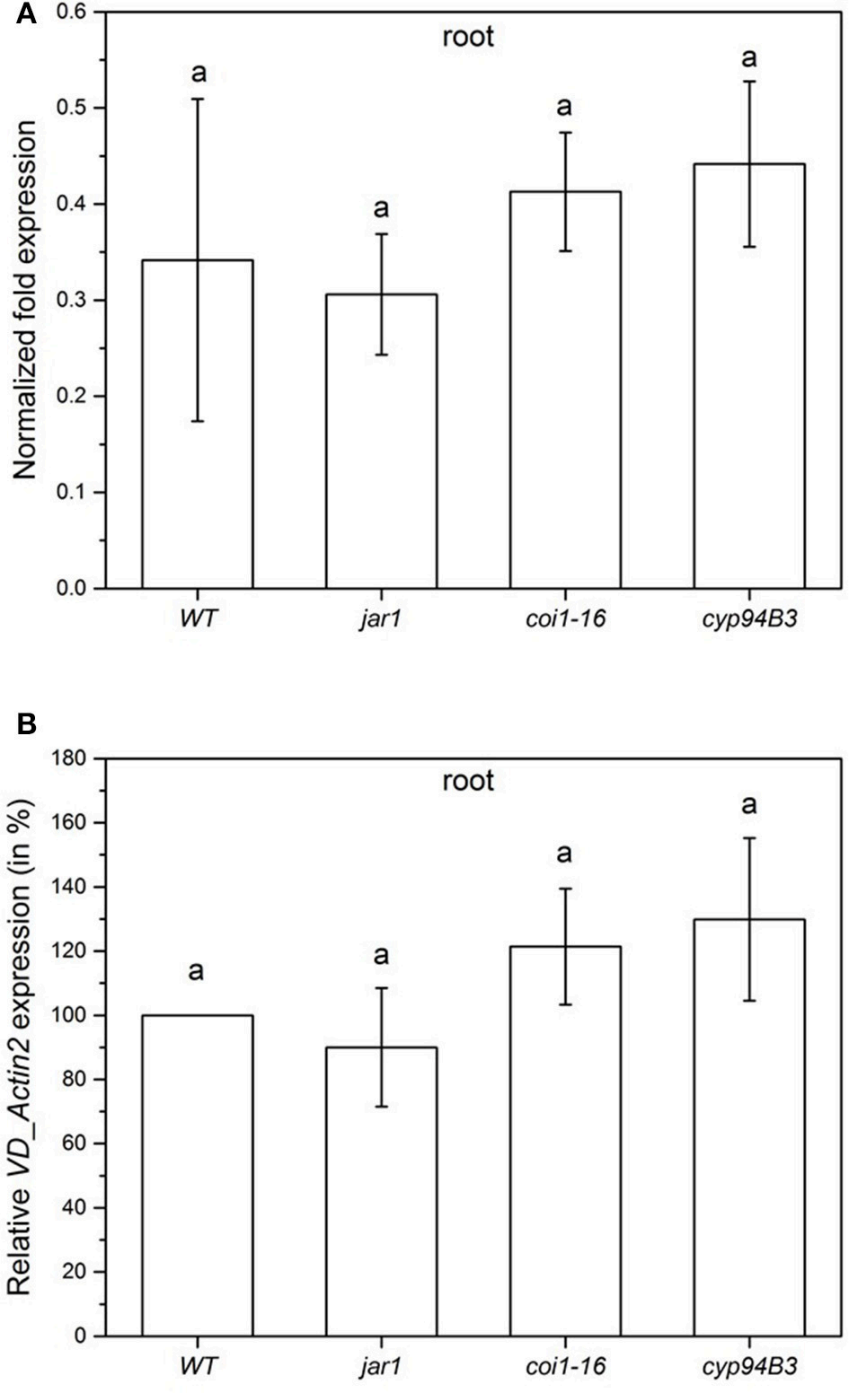
Colonization of *Arabidopsis* WT and JA mutant plants by *V. dahliae* after 24 h. Shown is the normalized fold expression (± SE, *n* = 3) of *VD_Actin2* in *VD*-infected WT, *jar1, coi1-16* and *cyp94B3* plants **(A)** and the relative expression in % **(B)**. The expression level of *VD_Actin2* in *VD*-infected WT plants was used as control and set to 1.0. The mRNA levels for each cDNA probe were normalized with respect to the *RPS18B* mRNA level. Statistically significant differences between the mutants were analyzed by one-way ANOVA, *p* < 0.05 (Sidak). Different letters indicate a statistically significant difference.

In a previous study we demonstrated that *V. dahliae* infection leads to an elevation of JA, JA-Ile, and SA 21 *dpi* (Sun et al., 2014). To analyze whether the accumulation of these phytohormones was already induced in the first 24 h, leaf tissue of WT and the mutants was analyzed, but the content of SA (Figure 6A) and JA-Ile (Figure 6C) were found not to be significantly induced by the fungus. There was also no difference in the JA content in WT, *coi1-16* and *cyp94B3*, while a slight difference was observed in *jar1* plants. Accumulation of JA in this mutant is caused by the inactivation of the Ile-conjugating enzyme. These data confirm that the changes in the gene expression profiles described above occur before the fungus induces changes in the plant phytohormone levels. Thus, the identified genes respond most likely to fungal signals and not to fungus-induced phytohormone changes in the plant. JA signaling in the host is necessary for disease development only during later phases of the interaction, which can be strongly repressed or retarded when JA function is impaired.

**Figure 6:**
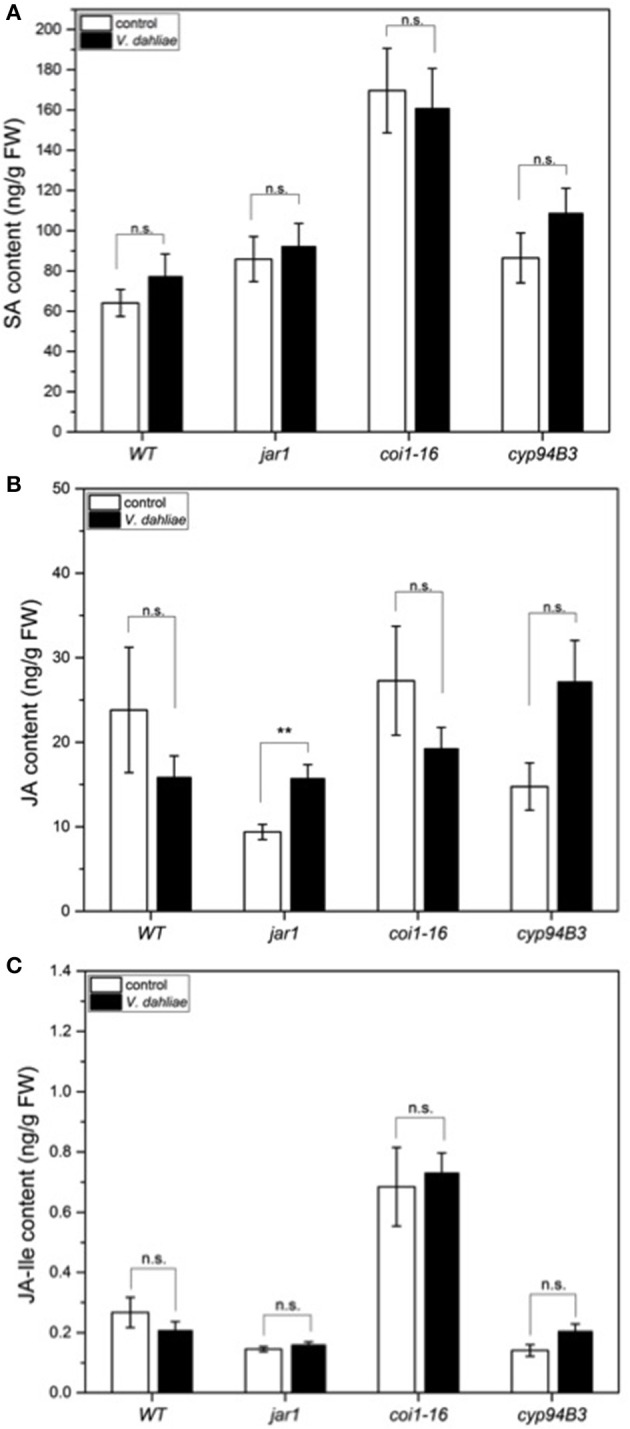
Phytohormone levels in *Arabidopsis* WT and JA mutant plants after 24 h of *V. dahliae* infection. Shown is the content (± SE, *n* = 10) of SA **(A)**, JA **(B)**, and JA-Ile **(C)** in control (white) and *VD*-infected (black) WT, *jar1, coi1-16*, and *cyp94B3* plants. Statistically significant differences were analyzed by Mann Whitney U-test, *p* < 0.05; n.s. not significant, ^**^p < 0.01.

### Gene expression in JA mutants is different to that in the WT in the early phase of colonization

To validate the RNA-seq results obtained, the expression of selected regulated genes in the data set was analyzed by RT-qPCR for co-cultivated WT plants (Figure 7) and for the fungus (Figure 8). Highly regulated members of the SWEET family (Chen et al., 2010) and a Wall-Associated Kinase-like gene (*WAKL10*, Meier et al., 2010) were chosen for the plant and *VDAG_02979* (a glucose transporter) and *VDAG_06565* (poly-A-ribonuclease, PARN) for the fungus. In the RNA-seq analysis, the expression of *WAKL10* was 56-fold induced in *V. dahliae*-infested plants compared to plants grown alone. 

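WAKL10 (AT1G79680), a wall-associated kinase-like gene, was at 27.9 ± 4.64 CPM (SD, n = 3) in co-culture and at 0.315 ± 0.0840 CPM (n = 3) in plants alone. The fitted change was 89.5-fold, a log2 fold change of 6.48 (SE 0.206, adjusted p = 2.61e-07, edgeR). Every co-culture library lay above every library of plants alone.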

A 10-fold induction was observed in the RT analysis (Figure 7A). *SWEET11* and -*3* were 20- and 10-fold downregulated in the RNA-seq data set, respectively, while a 9.7- and 6.8-fold decrease was detected by RT-qPCR (Figures 7B,C). 

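SWEET11 was at 100 ± 38.5 CPM (SD, n = 3) in plants alone and at 4.85 ± 1.02 CPM (n = 3) in co-culture, a 20.6-fold difference. SWEET3 was expressed far less, at 1.30 ± 0.211 CPM in plants alone and 0.0916 ± 0.00493 CPM in co-culture, a 13.9-fold difference. In both genes every co-culture library lay below every library of plants alone.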

Interestingly, the expression of these genes was differently regulated in the JA mutants. The expression of *WAKL10* was induced ~100-fold in *jar1*, i.e., significantly higher than in WT seedlings, while *SWEET3*, which is down-regulated in the WT, was induced 17-fold in the mutant (Figure 7). Additionally, *SWEET11* was less repressed in the mutants: for *jar1*, the repression was 50% lower compared to WT plants. This clearly indicates that the expression of interaction-specific plant genes is influenced by JA content.

**Figure 7:**
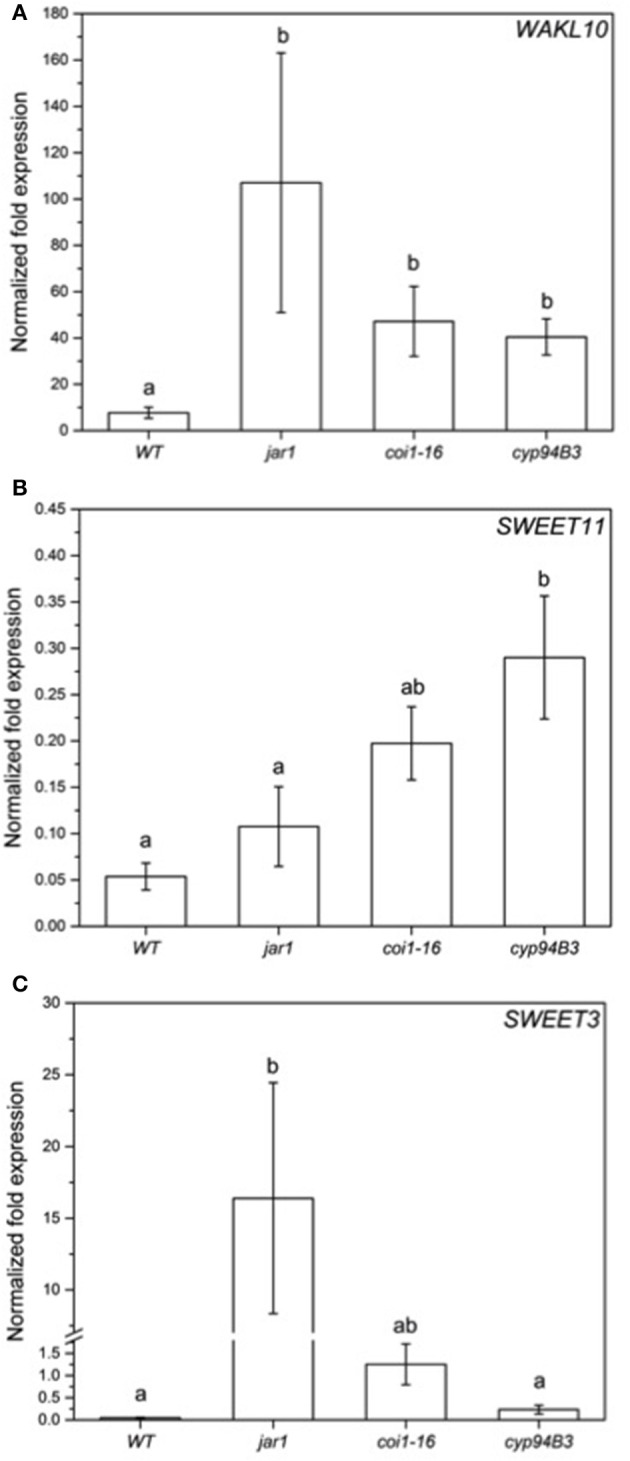
Expression of selected genes in *Arabidopsis* WT and JA mutant plants after 24 h of *V. dahliae* infection. Shown is the normalized fold expression (± SE, *n* = 3) of *WAKL10* **(A)**, *SWEET11* **(B)**, and *SWEET3* **(C)** in *VD*-infected WT, *jar1, coi1-16*, and *cyp94B3* plants. The expression level of genes of interest (GOIs) in water-treated plants was used as control and set to 1.0. The mRNA levels for each cDNA probe were normalized with respect to the *RPS18B* mRNA level. Statistically significant differences between the mutants were analyzed by one-way ANOVA, *p* < 0.05 (Sidak). Different letters indicate a statistically significant difference.

**Figure 8:**
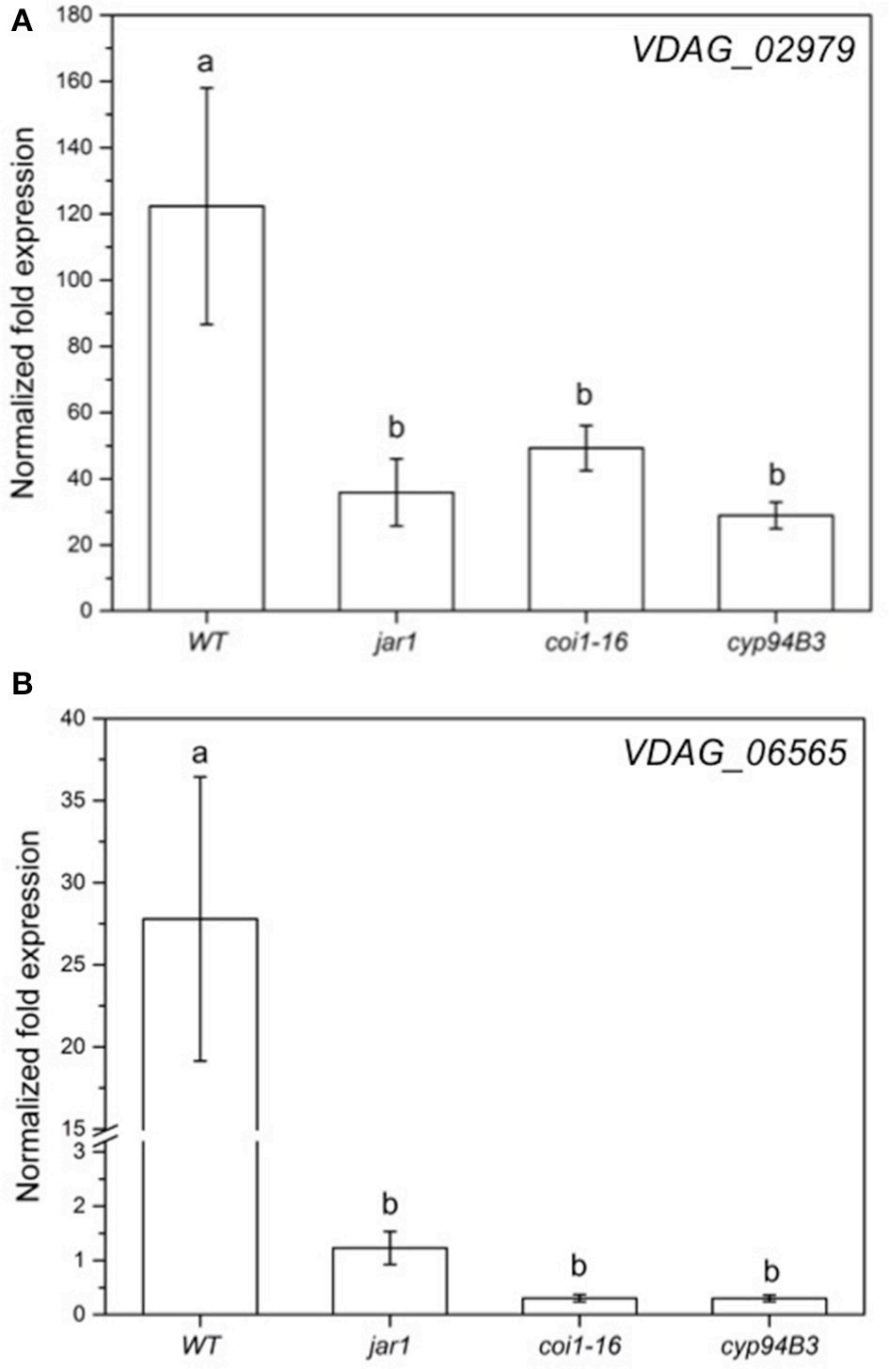
Expression of selected genes in *V. dahliae* after colonizing *Arabidopsis* WT and JA mutant plants for 24 h. Shown is the normalized fold expression (± SE, *n* = 3) of *VDAG_02979* **(A)** and *VDAG_06565 (PARN)* **(B)** in *VD*-colonized WT, *jar1, coi1-16*, and *cyp94B3* plants. The expression level of GOIs in *VD* alone was used as control and set to 1.0. The mRNA levels for each cDNA probe were normalized with respect to the *VD_Actin2* mRNA level. Statistically significant differences between the mutants were analyzed by one-way ANOVA, *p* < 0.05 (Sidak). Different letters indicate a statistically significant difference.

The RNA-seq results for the fungal genes were also validated by RT-qPCR analysis (Figure 8). The mRNA levels of *VDAG_02979* (RNA-seq: + 200-fold; RT-qPCR: + 120-fold) and *VDAG_06565* (RNA-seq: + 3-fold; RT-qPCR: + 27-fold) in response to the fungus showed the same trend. 

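VDAG_02979, which Table S3 names a high-affinity glucose transporter, was at 155 ± 54.8 CPM (SD, n = 3) in co-culture and at 0.661 ± 0.483 CPM (n = 3) in the fungus alone. This is a 232-fold rise (log2 fold change 7.86, SE 0.607, adjusted p = 7.06e-07, edgeR), with a log2 fold change of 8.65 without V. dahliae alone replicate 2. VDAG_06565 was at 20.07 ± 3.94 CPM in co-culture and at 7.33 ± 0.966 CPM alone, a 2.71-fold rise (log2 fold change 1.44, SE 0.392, adjusted p = 0.0127). In both genes the 2 groups of libraries did not overlap.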

Again, when co-cultivation was performed with the JA mutants, the expression of both genes was less induced compared to WT plants (Figure 8). Thus, both partners require plant JA for the typical regulation of genes that respond to the symbiotic interaction.

## Discussion

### *V. dahliae* is in the pre-vascular growth phase 24h after co-cultivation with *Arabidopsis*

The propagation of *Verticillium* species within their hosts is characterized by a biphasic interaction: initially a biotrophic phase allows rapid growth of the microbe in the xylem without major effects on plant performance followed by a necrotrophic phase in which the host is ultimately killed (Reusche et al., 2012). Analysis of the initial contact and early phase of the interaction between both partners could lead to the identification of target genes that will help understand further phases of the interaction and provide useful targets for pest control. Confocal analysis 24 h after co-cultivation demonstrated that the pathogen colonizes the root efficiently (Figure 1) by developing a dense hyphal network at the root surface and root tip. In areas of lateral root formation, an accumulation of conidia spores was detectable (Figures 1G–I). This matches previous observations that showed the lateral root to be a primary area of *Verticillium* infection in diverse host plants (Zhou et al., 2006; Vallad and Subbarao, 2008; Zhao et al., 2014). Further analyses of root cross-sections demonstrated that the fungus invades the plant tissue but did not reach the vascular system within the first 24 h of co-culture (Figures 1J–O). We conclude that the fungus was still growing in the pre-vascular phase during our experiments, optimal for the identification of genes regulated during the very early interaction phase. During this period we also did not observe significant differences in phytohormone levels, which is consistent with the microscopic information.

### Initial contact of *Arabidopsis* and *V. dahliae* leads to reprogramming of primary metabolism in both organisms

Plant-pathogen interactions involve an adaptation of both partners. While the plant typically recognizes the pathogen and induces appropriate defense responses, the fungus manipulates the biology of its host to gain sufficient nutrients for growth and reproduction (Boyd et al., 2013). To identify early targets in the *Arabidopsis*—*V. dahliae* interaction, an RNA-seq analysis after 24 h of co-cultivation was performed for both partners. This time point was chosen because no structural changes were detected in plant and fungal tissues under the microscope, and because the phytohormone levels in the plant were not yet altered, thereby avoiding secondary effects due to the response of the plant genome to an altered phytohormone environment. We detected 4432 DEGs for both organisms (Table 1, Tables S1–S4), 1143 DEGs in *Arabidopsis* belong mainly to primary metabolic pathways (21%, Figure 2A). This result is comparable to a recent study in cotton where 26% of the DEG reads could be assigned to metabolic pathways (Zhang W. W. et al., 2017). Comparably, in both studies, pathways associated with plant-pathogen interaction (3%) and plant hormone signal transduction (2%) were also regulated upon *Verticillium* stress.

Several members of the plant sucrose efflux transporters of the SWEET family were highly regulated in the analyzed interaction. *SWEET11* as well as –*3*, −*12*, −*15*, and –*8* were downregulated in decreasing order (Table S2). 

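SWEET15 (AT5G13170) was low in all libraries, at 0.196 ± 0.0384 CPM (SD, n = 3) in co-culture and 0.431 ± 0.0158 CPM (n = 3) in plants alone, and fell by 1.14 on the log2 scale (SE 0.27, adjusted p = 0.0194, edgeR). This call was not kept without co-culture replicate 3 (adjusted p = 0.0746), without Arabidopsis alone replicate 2 (0.0727) or replicate 3 (0.0582), or with DESeq2 (0.0569). SWEET8 (AT5G40260) had 0, 0 and 0 counts in the co-culture libraries and 1, 0 and 2 in those of plants alone, and could not be tested. SWEET1, SWEET13, SWEET14, SWEET16, SWEET17 and SWEET2 did not pass the test, with log2 fold changes from -0.85 to 0.80. With the replicate block, and without co-culture replicate 3, 1 SWEET gene was higher.

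**Figure D4:**
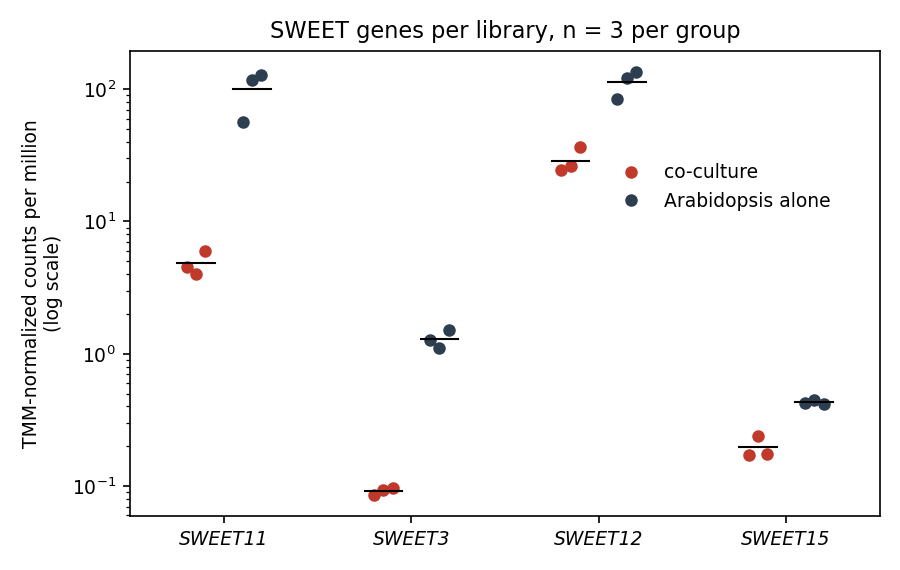
TMM-scaled CPM (vertical axis, log scale) of SWEET genes in each library of plants alone and of co-culture. Points are libraries and lines are group means; SWEET11 lies at a mean of 100 CPM in plants alone and 4.85 CPM in co-culture.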

SWEET11 and −12 are involved in phloem loading with sugars (Chen et al., 2010, 2012; Boyd et al., 2013). By silencing of *OsSWEET11* in rice it could be demonstrated that the growth of *Xanthomonas oryzae pv. oryzae* (Xoo) is decreased which resulted in more resistant plants (Yang et al., 2006). Also *SWEET3* was reported to be involved in defense and was downregulated after Geminivirus infection (Ascencio-Ibá-ez et al., 2008). These observations suggest that the plant is trying to prevent export of its sugars to restrict fungal growth.

Besides the defense genes discussed above, members of the *WAK* family are also highly represented in our data sets. 

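All 6 wall-associated kinase genes tested (WAK1 to WAK5 and WAKL10) were higher in co-culture at an adjusted p of at most 0.05 from edgeR, and also when adjusted over the list alone. WAK3 (AT1G21240) was counted 400 times over the co-culture libraries and 2 times over those of plants alone, a ratio of 205 (95% interval 56.3 to 1700, exact Clopper-Pearson, counting error only); its fitted log2 fold change was 7.43 (SE 0.751, adjusted p = 1.76e-04), and 6.84 without Arabidopsis alone replicate 3. WAK5 (AT1G21230) rose by 3.72 (SE 0.283, adjusted p = 3.14e-05), WAK1 (AT1G21250) by 2.16 (SE 0.265, adjusted p = 5.68e-04), WAK4 (AT1G21210) by 1.50 (SE 0.144, adjusted p = 1.32e-04) and WAK2 by 1.33 (SE 0.27, adjusted p = 0.0095). WAK1 to WAK5 lie in 1 cluster of similar genes and may share reads. The study picked all 6 genes except WAK2 from the same samples. The 6 of 6 and the set test are therefore not independent evidence of a rise. The set had a median of 2.94 (adjusted p = 5.14e-15, camera; adjusted p = 0.0707 with an estimated correlation).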

*WAK-L10 and WAK3*, –*5*, −*1*, and −*4* responded to *Verticillium* treatment (in declining order, Table S1). *WAK1* is induced upon infection with *Ps. maculicola* ES4326 and the protein stimulated *PR1* expression (He et al., 1998). Additionally, *WAK1*, −*2*, −*3*, and −*5* are inducible by SA which accumulated during pathogen infection (He et al., 1999). Likewise, the WAK-like gene *WAKL10* is SA-induced and involved in defense against bacteria and fungi (Meier et al., 2010). Among the genes involved in controlling Ca^2+^ homeostasis, genes for in- and efflux transporters of the cyclic nucleotide-gated channel (CNGC), autoinhibited Ca^2+^-ATPase (ACA), and glutamate-like receptor (GLR) protein families responded to the fungus, indicating that many signaling events induced during the early phase of the interaction are Ca^2+^-dependent. 

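Glutamate receptor-like genes of 1 subgroup showed the largest rises of the calcium channels tested. GLR2.9 (AT2G29100) rose from 0.123 ± 0.0045 to 5.95 ± 0.445 CPM (SD, n = 3 each), a log2 fold change of 5.57 (SE 0.179, adjusted p = 2.61e-07, edgeR). GLR2.8 (AT2G29110) rose by 4.45 (SE 0.202, adjusted p = 1.49e-06), GLR2.5 (AT5G11210) by 3.26 (SE 0.165, adjusted p = 2.75e-06) and GLR2.7 (AT2G29120) by 3.26 (SE 0.183, adjusted p = 4.82e-06). Of 20 GLR genes tested, 9 were higher and 1 lower (10 and 2 when adjusted over the list alone; 2 lower without Arabidopsis alone replicate 1). The lower one, named after its value was seen, was GLR3.4 at -0.67 (adjusted p = 0.00654). The set had a median of 0.43 (adjusted p = 3.64e-09, camera; adjusted p = 0.0757 with an estimated correlation). Table S1, which lists 495 genes of at least 3-fold, names AT2G28210 as ACA2. This gene, an alpha carbonic anhydrase in the TAIR10.1 reference, rose by a log2 fold change of 2.69 (SE 0.251, adjusted p = 1.05e-04). The calcium ATPase gene ACA2 (AT4G37640) was at 0.18 (adjusted p = 0.35).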

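Of 35 calmodulin-like (CML) genes tested, 15 were higher in co-culture at an adjusted p of at most 0.05 from edgeR (17 higher and 2 lower when adjusted over the list alone). None was lower, but 1 was without co-culture replicate 1 or Arabidopsis alone replicate 1 and with the replicate block, library totals, upper quartile factors or no filter, and 2 were with DESeq2. CML12 (AT2G41100) rose from 11.8 ± 1.22 to 151 ± 27.8 CPM (SD, n = 3 each), a log2 fold change of 3.68 (SE 0.15, adjusted p = 7.84e-07, edgeR). CML45 (AT5G39670) rose 8.98-fold (adjusted p = 7.06e-07), CML9 (AT3G51920) by a log2 fold change of 1.43 (SE 0.0731, adjusted p = 2.94e-06) and CML42 (AT4G20780) by 1.25 (SE 0.0693, adjusted p = 4.47e-06). The family had a median of 0.32 (adjusted p = 7.13e-09, camera; adjusted p = 0.0707 with an estimated correlation).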

Consistent with this idea, genes for Ca^2+^-binding proteins involved in signal perception and propagation showed increased expression, especially members of the calmodulin-like (CML) protein family. However, closer inspection of the genes did not allow any meaningful conclusion about which pathways are major targets of the fungus. Besides regulation of defense responses, many genes for Ca^2+^-binding proteins are involved in ion homeostasis, enzyme activity control, and biotrophic plant/microbe interactions (for details compare genes in Table S1 with the TAIR database). An induction of defense genes is always accompanied by a lower investment in plant growth (Huot et al., 2014). This is reflected by the down-regulation of *ROOT CAP POLYGALACTURONASE28* and enzymes involved in cytokinin signaling. 

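Genes of cytokinin signaling and breakdown went both ways in co-culture. Of 14 tested, 2 were higher and 4 lower at an adjusted p of at most 0.05 from edgeR, and also when adjusted over the list alone; 2 were lower without co-culture replicate 2 or 3, or without Arabidopsis alone replicate 1 or 2. CKX2 (AT2G19500), a cytokinin oxidase, rose 11.5-fold, from 0.315 ± 0.0798 to 3.68 ± 1.56 CPM (SD, n = 3 each; adjusted p = 2.15e-04, edgeR), while CKX4 (AT4G29740), another cytokinin oxidase, fell by 1.05 on the log2 scale (SE 0.182, adjusted p = 0.00386). The response regulator ARR7 (AT1G19050) rose by 0.70 (SE 0.125, adjusted p = 0.00473) and ARR9 (AT3G57040) fell by 0.52 (SE 0.0992, adjusted p = 0.00648). As a set, with a median of 0.01, they did not differ from other genes by camera (adjusted p = 0.593). The list does not hold CYP87A2 and CYP705A12, which the paper assigns to cytokinin signaling. Those genes were lower, at -1.65 and -1.46 (adjusted p = 0.001 and 7.97e-04, edgeR). The list is thus no test of the paper's statement on them.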

The phase of reprogramming of plant primary metabolism lasts for several days, as in *Verticillium*-infected tomato plants where it was shown that both gene expression and protein synthesis of metabolic pathways proteins are still down-regulated at 7 *dpi* (van Esse et al., 2009; Witzel et al., 2017). The global transcriptome analysis performed in this study provides significant insights into components involved in early phases of the *Arabidopsis*—*V. dahliae* interaction and suggests a number of genes and pathways that could be employed as markers in breeding for wilt tolerance.

In contrast to previous studies focusing on analysis of the plant's reaction to the fungus (van Esse et al., 2009; Faino et al., 2012; Witzel et al., 2017; Zhang W. W. et al., 2017), we present also DEGs from the fungus caused by response to the plant. 

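In Tables S3 and S4, which list genes of at least 5-fold, hypothetical proteins make up 45.4% and 49.4% of the genes. Of these, 362 stand in Table S3, 327 of them called higher here, and 191 in Table S4, 186 of them called lower. The hypothetical protein genes VDAG_03386 and VDAG_05268 were among the largest rises, with log2 fold changes of 11.71 (SE 0.575, adjusted p = 6.53e-08, edgeR) and 11.53 (SE 0.616, adjusted p = 6.53e-08).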

The majority of the 3289 DEGs code for proteins with unknown functions (Tables S3, S4). The up-regulation of *VDAG_02979*, which encodes for a glucose transporter, suggests that it might play an important role in the early interaction. 

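Other genes that Table S3 names as glucose transporters were also higher in co-culture, by less than VDAG_02979. They were picked by product name after their values were seen. VDAG_09071, also named RGT2, rose by a log2 fold change of 3.49 (SE 0.434, adjusted p = 4.05e-05, edgeR). VDAG_04974, a glucose transporter, rose by 3.24 (SE 0.357, adjusted p = 1.41e-05) and VDAG_02710, named SNF3, by 3.23 (SE 0.444, adjusted p = 9.14e-05).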

Besides this initial observation, a huge number of identified genes belong to families which might become important targets after elucidation of their function in *V. dahliae*. Therefore, this list might provide useful information for genes with interaction-specific functions, in particular since the knowledge about the function of *V. dahliae* genes is strongly increasing. For example, very recent studies revealed that homeodomain and bZIP transcription factors (Fang et al., 2017; Sarmiento-Villamil et al., 2017), two less characterized transcription factors (Sarmiento-Villamil et al., 2010; Zhang W. Q. et al., 2017), polyketide synthases (Zhang T. et al., 2017), endochitinases (Cheng et al., 2017), a novel *V. dahliae* protein that targets the plant nucleus (Zhang L. et al., 2017), LysM effectors (Kombrink et al., 2017), a isochorismatase hydrolase (Zhu et al., 2017), a factor involved in the fungal secretory pathway (Xie et al., 2017), a RACK1-like protein involved in root entry (Yuan et al., 2017), pathogenesis-related exudated proteins (Chen et al., 2016), and the mitogen-activated protein kinase 2 (Tian et al., 2016) are important components in controlling *V. dahliae*-induced disease development in various plant species. Members of all these protein families can be found in the list of *V. dahliae* genes up-regulated after infection of *Arabidopsis*.

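In Table S3, which lists genes of at least 5-fold, genes of several of these families were higher in co-culture, and they were selected by the study for their rise. Of 13 transcription factor genes, all were called higher; VDAG_03941, named alcR, rose by a log2 fold change of 6.20 (SE 0.408, adjusted p = 2.78e-07, edgeR). The polyketide synthase gene VDAG_09534 rose by 7.07 (SE 0.5, adjusted p = 3.71e-07), the isochorismatase hydrolase gene VDAG_05103 by 3.93 (SE 0.522, adjusted p = 6.93e-05) and the chitinase gene VDAG_09560 by 2.93 (SE 0.549, adjusted p = 0.00112). VDAG_04701, a necrosis- and ethylene-inducing protein, rose by 2.89 (SE 0.528, adjusted p = 9.19e-04). In Table S4, VDAG_06199, a SnodProt1 protein, fell by 6.25 (SE 0.501, adjusted p = 9.75e-07), and 3 transcription factor genes are listed, 2 of them called lower. The endochitinase gene VDAG_04833 of that table had no count in co-culture and did not pass here (adjusted p = 0.0844).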

### JA mutants are less susceptible to *Verticillium* infection

Various studies have shown the involvement of several classes of plant hormones in the control of *Verticillium* growth and propagation in *Arabidopsis*. While ET perception mutants are more susceptible to *Verticillium* infection, an elevation of cytokinins enhances plant resistance (Pantelides et al., 2010; Reusche et al., 2013; Sun et al., 2014). Downregulation of plant genes involved in cytokinin signaling might therefore be induced by the fungus. Interestingly, jasmonates are not only accumulated by the plant to induce defense, but the fungus also requires a JA-independent COI1 function in roots to elicit disease symptoms in *Arabidopsis* shoots (Ralhan et al., 2012). To further analyze the role of JA levels in the interaction of *Arabidopsis* and *V. dahliae*, JA biosynthesis (*jar1*), perception (*coi1-16*) and degradation (*cyp94B3*) mutants were studied. All of these mutants performed better, showed less severe disease symptom development in the leaves at 20 *dpi* compared to the WT control, which were already dead at this time point (Figure 3), and had a higher photosynthetic potential, as demonstrated by their QY_max value above 0.80 (F_v_/F_m_, Figure 4) (e.g., Kim et al., 2009; Sztatelman et al., 2015). The observation, that *jar1* plants performed better than WT plants, contradicts earlier findings where *jar1* plants were as susceptible as WT plants (Fradin et al., 2011). To analyze this contradiction, the colonization of the mutants used was compared to WT plants (Figure S2). While there was no difference to the WT colonization level after 10 *dpi* in the roots and the shoots, there was a significant difference at 20 *dpi*. The colonization level of the root was similar to WT while the colonization in the shoots was significantly lower in *jar1* (Figure S2D). This observation could explain the better performance of the aerial parts of the *jar1* plants. Taken together, the altered expression of the interaction-specific genes of plant and fungal origin in the JA mutants confirms the important role of this phytohormone also during early phases. Apparently, the altered expression profile occurs before a significant change in phytohormone levels become detectable.

To gain insight into the growth behavior of *V. dahliae* on JA mutants during the first 24 h of co-cultivation, the colonization of the roots was analyzed. The detected differences in the colonization (Figure 5) were not significant at this time point, but may have a greater impact in later phases where a clear difference is obvious. After 24 h of co-cultivation, there was also no detectable difference in the levels of the phytohormones SA, JA and JA-Ile (Figure 6). Since changes in phytohormone levels upon pathogen attack are normally very rapid in plants, *Arabidopsis* might have not yet recognized the microbe as friend or foe, in spite of the already initiated reprogramming of its gene expression pattern. It is also conceivable that the penetration rate is still too low to induce the accumulation of JA and JA-Ile, since this is often associated with wounding or pathogen-induced cell disruption, which was not visible in our microscopic studies (e.g., Suza and Staswick, 2008; Koo et al., 2009). The biphasic interaction with an initial biotrophic period followed by a necrotrophic period may also leave the plant undecided whether it responds to the pathogen with SA- or JA-dependent defense strategies. Furthermore, both phytohormones cross-talk (Thaler et al., 2012; Proietti et al., 2013).

The low content of active JA-Ile in *jar1* plants and the reduced perception in the receptor mutant *coi1-16* lead to a decreased activation of the downstream signaling pathway by the receptor complex SCF^COI1^ (Thines et al., 2007). Since *Verticillium* propagation from the roots to the leaves depends on an activated COI pathway (Ralhan et al., 2012), this could be a reason why *Verticillium* causes a reduced leaf growth rate of the JA mutant plants (Figure 3). The reduced spread in the green parts of the JA mutants is also reflected in the gene expression analysis of chosen genes for both the plant and the fungus (Figures 7, 8). In the mutant plants, the SA-induced defense gene *WAKL10* is more highly expressed than in WT plants and the downregulation of *SWEET11* is less pronounced (Figure 7). In the fungus, both target genes *VDAG_02979* and *VDAG_06565* are more weakly expressed in the mutants than in the WT plants (Figure 8). *VDAG_02979* codes for a glucose transporter (http://fungi.ensembl.org/Verticillium_dahliae), which contributes to the nutrient supply of the fungus. The lower growth rate in the mutants may be a consequence of this transporter being less expressed.

In conclusion, biotrophic plant-microbe interactions are characterized by the stimulation of SA, but not JA levels, while the opposite hormone regulation occurs during nectrophophic interactions (reviewed in Chanclud and Morel, 2016). Within the first 24 h of interaction studied here, none of these phytohormone levels increase significantly, while hormone-synthesis related genes, as well as defense-related genes responding to both hormone types are already up-regulated in the host. This suggests that no clear decision has been taken yet about which strategy will follow initial contact. The numerous genes identified during early reprogramming of the fungal and plant development might be crucial for the initiation and propagation of the pest, and thus may be helpful for developing strategies which potentially restrict fungal development after infection. Considering our results, identification of crucial players which control the interaction at early stage is apparently difficult, because many metabolomic pathways are already re-adjusted within the first 24 h of the contact of the two partners.

The strong retardation of disease symptom development in host plants impaired in jasmonate mutants has been attributed to the fact that *Verticillium* stimulates the host JA functions in order to promote host cell death during the later necrotrophic phase. There is a substantial crosstalk between JA and SA signaling in which each hormone inhibits the accumulation and/or function of the other. Complete or strong inhibition of JA functions in the mutants may favor SA accumulation and/or SA signaling function which—in turn—may prolong the biotrophic phase and thus retard necrosis and disease development.

## Author contributions

SS: designed and performed the experiments; WS-H: analyzed the RNA-seq data and DEGs; AF: prepared, analyzed, and evaluated samples for confocal microscopy; MR: analyzed the phytohormones; RG, JG, and RO: supervised the projects; RO: coordinated the project; SS, JG, and RO: wrote the manuscript; All authors read and approved the final manuscript.

## Data access

Raw and calculated RNA-seq data was submitted to NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE104590.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Verticillium dahliae-Arabidopsis Interaction Causes Changes in Gene Expression Profiles and Jasmonate Levels on Different Time Scales
**Source:** Front Microbiol. 2018 Feb 13;9:217. doi: 10.3389/fmicb.2018.00217
**Supplement:** Supplementary file 1

**Supplemental tables**

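Each entry of the list that follows is a plant gene with the fold change that the authors computed with DESeq2 between co-culture and plants alone. Of its 495 genes, 493 were also called higher here. The smallest fold among them in the table is 3.0.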

**Table S1.** List of up-regulated plant genes in *A. thaliana* (ATH) and *V. dahliae* (VDA) co-culture compared to *A. thaliana* grown separately. Cut-off was made at a log_2_-fold change of 1.33.

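The list of lower plant genes holds 94 genes. All 94 were called lower here, and the smallest fold change in the table is 2.52. An example is TIP2;2 (AT4G17340), a water channel of the vacuole membrane, which fell by 1.80 on the log2 scale (SE 0.0975, adjusted p = 4.1e-06, edgeR).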

**Table S2.** List of down-regulated plant genes in *A. thaliana* (ATH) and *V. dahliae* (VDA) co-culture compared to *A. thaliana* grown separately. Cut-off was made at a log_2_-fold change of -1.33.

**Table S3.** List of up-regulated fungal genes in *A. thaliana* (ATH) and *V. dahliae* (VDA) co-culture compared to *V. dahliae* grown separately. Cut-off was made at a log_2_-fold change of 1.33.

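The table gives the fold change that the authors computed with DESeq2 between the co-cultured fungus and the fungus alone. Of its 798 genes, 748 were also called higher here, and the smallest fold change among them in the table is 5.0. VDAG_09535, a vacuolar amino acid transporter in this table, rose by a log2 fold change of 5.44 (SE 0.647, adjusted p = 2.65e-05, edgeR; 6.41 without V. dahliae alone replicate 2).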

**Table S4.** List of down-regulated fungal genes in *A. thaliana* (ATH) and *V. dahliae* (VDA) co-culture compared to *V. dahliae* grown separately. Cut-off was made at a log_2_-fold change of -1.33.

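Of the 387 genes of this table, 379 were also called lower here. VDAG_05386, an amino acid transporter in this table, fell by 4.60 on the log2 scale (SE 0.502, adjusted p = 1.31e-05, edgeR).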

**Table S5.** Primers used for qPCR analysis.

| **Gene** | **Primer** | **Sequence** |
| --- | --- | --- |
| ***RPS18B***  (AT1G34030) | forward | 5’-GTC TCC AAT GCC CTT GAC AT-3’ |
|  | reverse | 5’-TCT TTC CTC TGC GAC CAG TT-3’ |
| ***WAKL10***  (AT1G79680) | forward | 5’-AGG GAA GGA AAC GAC CAA GT-3’ |
|  | reverse | 5’-GCG ACG AAG ATG TTG TAG CA-3’ |
| ***SWEET11***  (AT3G48740) | forward | 5’-AGG CAC AGT TTC ATC CCC TG-3’ |
|  | reverse | 5’-TGC TTG CCA TGT TTA GGG GT-3’ |
| ***SWEET3***  (AT5G53190) | forward | 5’-GTC GGC ATC CTT CTC GAA TCT-3’ |
|  | reverse | 5’-CTG TCG TTA AGC CGA ACC CA-3’ |
| ***Actin2_VD***  (VDAG_07506) | forward | 5’-CGT TCA GGT CAT CAC GCA C-3’ |
|  | reverse | 5’-TAT TCT TGG TAC TCC GCC TTG-3’ |
| ***VD - Gluc. transp.***  (VDAG_02979) | forward | 5’-ATC ACG TCC GCC ATC AAT GT-3’ |
|  | reverse | 5’-GAC GAA ACT GTG CCC GAA AC-3’ |
| ***VD - PARN***  (VDAG_06565) | forward | 5’-TTC CAG GAC ACC AGA GAC GA-3’ |
|  | reverse | 5’-TTC AAA GCC GTT GAG GGT CA-3’ |

# Supplementary material for: Verticillium dahliae-Arabidopsis Interaction Causes Changes in Gene Expression Profiles and Jasmonate Levels on Different Time Scales
**Source:** Front Microbiol. 2018 Feb 13;9:217. doi: 10.3389/fmicb.2018.00217
**Supplement:** Supplementary file 2

Supplemental Material

Figure S1

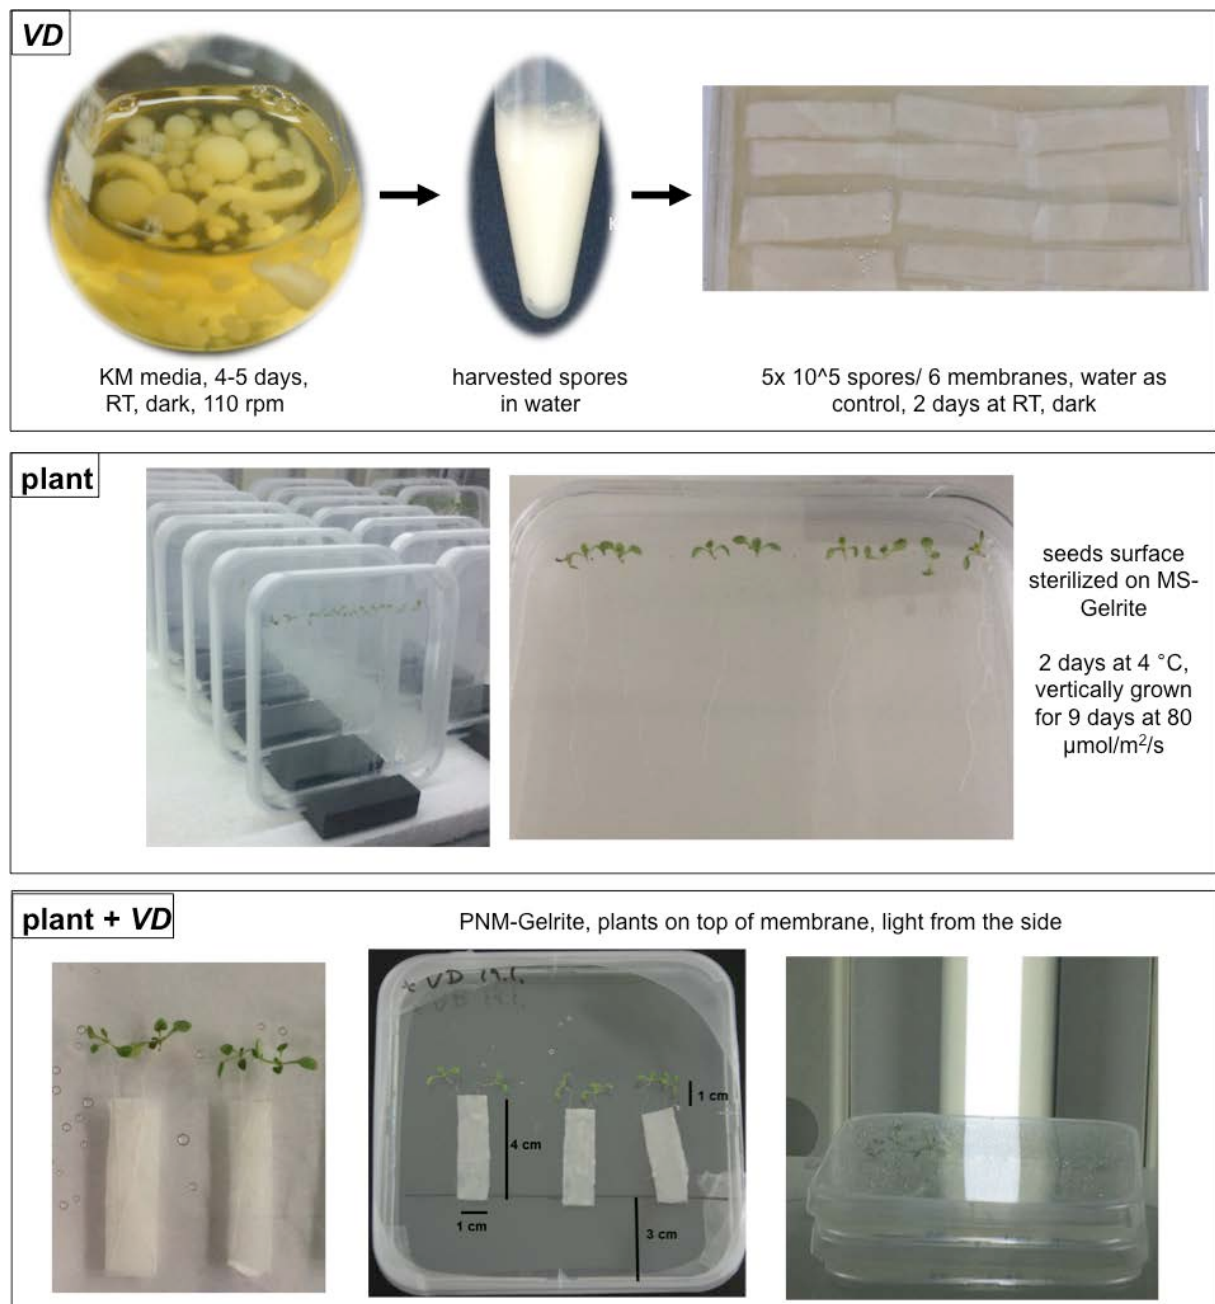

Figure S1. Workflow for Co-cultivation of *Arabidopsis thaliana* and *Verticillium dahliae* for RNA-seq analysis. Shown are the growth of the fungus (VD, upper lane), the seedlings (plant, middle) and the co-cultivation (plant + VD, lower lane).

Figure S2

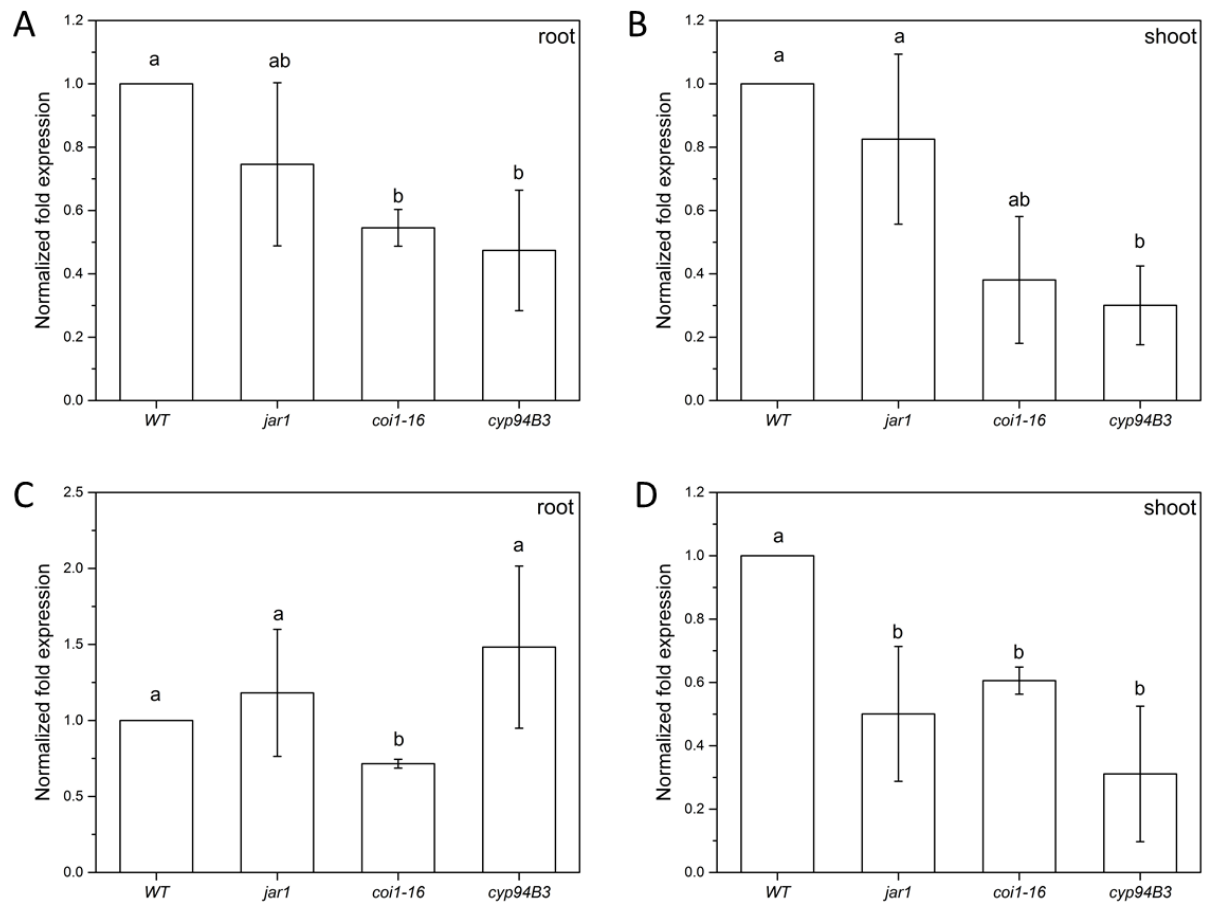

Figure S2. Colonization of WT and different *Arabidopsis* mutant plants by *V. dahliae* 10 and 20 dpi. Shown is the normalized fold expression ($\pm$ SE, n=3) of *VD_Actin2* 10 (A, B) and 20 (C, D) dpi in *VD*-infected WT, *jar1*, *coi1-16* and *cyp94B3* plants. The expression level of *VD_Actin2* in *VD*-infected WT plants was used as control and set to 1.0. The mRNA levels for each cDNA probe were normalized with respect to the *RPS18B* mRNA level. Statistically significant differences between the mutants were analyzed by one-way ANOVA, $p < 0.05$ (Sidak). Different letters indicate a statistically significant difference.

How the deposited data were processed for this re-analysis (not part of the article)

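The data are 9 RNA-seq libraries of material taken after 24 h: 3 of roots of Arabidopsis seedlings co-cultured with V. dahliae, 3 of Arabidopsis alone and 3 of V. dahliae alone. The authors trimmed the reads with Trimmomatic, aligned them with STAR and made the raw counts per gene with featureCounts; the strand setting, the tool versions and the handling of reads that align to several places or to both organisms are not stated. The deposited counts are whole numbers in 1 table per organism, 6 libraries each, and genes without a count in any of the 6 libraries are not listed. The authors also deposited DESeq2 tables. In the deposited tables the signal column (baseMean) is the authors' mean of counts divided by DESeq2 size factors, and it was not used here. The log2 fold changes were computed by the authors with DESeq2, and whether they are shrunken is not stated. The signed fold change, a score with no value between -1 and 1, was computed by the authors from the log2 fold change. The p-values and FDR values were computed by the authors with DESeq2, and adjusted values are blank for 2944 plant and 423 fungal genes.

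From the deposited counts, plant genes were compared between co-culture and Arabidopsis alone, and fungal genes between co-culture and V. dahliae alone, with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 21258 of 25284 plant genes and 9853 of 10479 fungal genes. Counts were scaled by TMM within each organism and tested with the quasi-likelihood test. A gene was called at a Benjamini-Hochberg FDR of at most 0.05 and a fold of at least 2. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of the F statistic. Folds against a group with no count were computed against a floor of 3 counts over the group, and for genes with 1 to 3 counts over a group the ratio is given with its exact 95% interval (counting error only). Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

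The plant genes were also examined in 37 lists with a set test. Some lists cover families or pathways that the paper names as changed in these same samples. Their tests are not independent evidence for the paper's statements. The lists, the tests, the alternatives and the rule for naming genes were set before the data were examined; JAR1, COI1, CYP94B3, PR1 and VDAG_07506, which the paper names as mutants, in background or as a reference, were added to the named genes at the end. Of 627 identifiers written by hand, 7 were dropped because the reference gives them another name or none; the TAIR10.1 reference was used for names alone, as the paper's counts rest on TAIR10.33. For each list the members past an FDR of 0.05 were counted, adjusted over all genes and over the list alone. The list as a whole was tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists, and again with camera at an estimated correlation and with fry. The planned fungal lists could not be run, because no reference of fungal gene names was at hand here. The paper itself used the Fungi Ensembl database. Fungal products were taken from Tables S3 and S4, which list 798 and 387 genes of at least 5-fold, and for other genes with a deposited symbol the function was taken from the symbol alone. Each of the paper's 4 tables holds all genes of the deposited table at or above its smallest fold, 3.0 in Table S1, 2.52 in Table S2 and 5.0 in Tables S3 and S4; Tables S3 and S4 include 19 and 17 genes that did not pass the authors' FDR of 0.05. For fungal genes named from these tables or by a deposited symbol, values without each library were added at the end. The text names genes from among those the paper names, the 10 largest rises and 10 largest falls among the called genes of each organism with separated libraries and a mean of at least 5 CPM in the higher group, and up to 4 members with the lowest p from each list. Values in the paper's tables had been seen for the genes it names. Other genes are named as chosen after their values were seen.

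Whether the replicate numbers pair the libraries was checked by correlating the deviations of each library from its group mean. Plant libraries of the same number gave 0.282, 0.124 and 0.215, above those of different numbers, and fungal libraries gave 0.089, 0.125 and 0.024. The replicate number was therefore tried as a block.

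The methods were tested on simulated data with 200 changed genes per organism. In the plant, 86.6% of genes with a 2-fold change, 97% with 4-fold and 100% with 8-fold passed the FDR. In the fungus these shares were 2.99%, 69.2% and 86.2%, so 2-fold changes of single fungal genes were mostly missed in the simulation. Depth and variation between replicates were not separated as causes. In the simulation 200 fungal genes were changed and 9778 tested, while 31.3% of the tested fungal genes were called in the data. With few changed genes the FDR is harder to pass, so these shares may understate the recovery in the data. Of the unchanged genes, 11 fungal ones were called, and 21 plant ones passed the FDR without reaching a 2-fold change; no changed gene was called in the wrong direction. A simulated list that was moved gave a camera p of 4.35e-67 and one that was not moved gave 0.903.

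The alternatives were DESeq2 1.42.0 with and without shrunken fold changes, limma-voom, RLE and upper quartile factors, library totals alone, no low-count filter, at least 10 or at least 50 counts in 3 libraries, the FDR alone, glmTreat against a fold of 2, a replicate block, counts thinned to a common total and leaving out each library in turn. The pathway analysis, the RT-qPCR, the mutants, the hormone measurements and the microscopy of the paper have no deposited counts and were left out.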

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

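The tests of this part were planned before the results were seen. The following 7 plant gene lists changed as a set, and the text of the paper does not discuss their genes, although its Table 2 counts genes of tryptophan and glutathione pathways and it states in general terms that membrane-associated receptor kinases rose. Genes of tryptophan synthesis and the shikimate pathway had a median log2 fold change of 1.97, with 8 of 10 higher in co-culture (8 when adjusted over the list alone; 1 lower without co-culture replicate 1; adjusted p = 7.9e-30, camera; adjusted p = 0.0707 with an estimated correlation). ASA1 (AT5G05730), of the entry step from chorismate, rose by 3.23 (SE 0.0943, adjusted p = 1.78e-07, edgeR), PAT1 by 3.05 (SE 0.105, adjusted p = 3.28e-07) and TSA1 by 2.79 (SE 0.104, adjusted p = 5.03e-07).

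Cysteine-rich receptor-like kinase genes, a list by symbol that also holds CDPK-related kinases called CRK, had a median of 0.96, with 22 of 36 higher and 3 lower (23 and 3 when adjusted over the list alone; adjusted p = 1e-18, camera; adjusted p = 0.0878 with an estimated correlation). CRK20 rose 128-fold (adjusted p = 1.42e-07, edgeR) and CRK11 by a log2 fold change of 2.17 (SE 0.104, adjusted p = 2.04e-06). Glutathione S-transferase genes had a median of 0.22, with 19 of 40 higher and 7 lower (21 and 9 when adjusted over the list alone; adjusted p = 8.41e-10, camera; adjusted p = 0.077 with an estimated correlation). GSTF6 rose by 6.88 (SE 0.246, adjusted p = 3.88e-07) and GSTF7, a neighbour that may share reads with it, by 5.92 (SE 0.247, adjusted p = 8.74e-07). Genes of sugar uptake and cleavage had a median of 0.39, with 8 of 14 higher (9 when adjusted over the list alone; 5 without Arabidopsis alone replicate 2 or 3; adjusted p = 0.00154, camera; adjusted p = 0.0757 with an estimated correlation), among them the sugar importers STP14 by 3.32 (SE 0.316, adjusted p = 1.21e-04) and STP4 by 1.69 (SE 0.12, adjusted p = 2.04e-05).

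Aquaporin genes fell, with a median of -0.75 and 14 of 19 lower (16 when adjusted over the list alone; adjusted p = 3.77e-11, camera; adjusted p = 0.0757 with an estimated correlation). The vacuolar water channel TIP2;3 fell by 2.10 on the log2 scale (SE 0.165, adjusted p = 3.85e-05, edgeR) and the plasma membrane channel PIP1;1 fell by 0.93 (SE 0.0887, adjusted p = 1.19e-04). Hypoxia response genes had a median of 0.43, with 5 of 10 higher (6 when adjusted over the list alone; 3 without co-culture replicate 3; adjusted p = 0.023, camera; adjusted p = 0.221 with an estimated correlation; 0.0517 without co-culture replicate 1). Root hair markers had a median of -0.64, with 3 of 7 lower (5 when adjusted over the list alone; adjusted p = 0.0274, camera; adjusted p = 0.412 with an estimated correlation). The 3 lower root hair markers were 5 without co-culture replicate 1 and 1 without Arabidopsis alone replicate 1 or 2; none passed without co-culture replicate 2 or 3, and the set test gave 0.0535 without co-culture replicate 2 and 0.0547 without Arabidopsis alone replicate 1.

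Photosynthesis genes fell by a median of -1.05, and the co-culture and plant samples are of roots. The methods of the paper state that roots and leaves were harvested separately. If the co-culture samples held less shoot tissue, leaf markers of carbon fixation would fall at least as far, and their median was -1.02. The 2 values lie too close to decide, so less shoot tissue and lower expression in the roots cannot be told apart.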

How the results depend on the processing

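The alternatives that leave out 2 libraries were chosen after seeing the data; the others were planned. Plant genes higher and lower (972 and 348) were 957 and 348 with DESeq2, 888 and 236 with shrunken fold changes, 966 and 346 with limma-voom, 967 and 350 with RLE factors, 934 and 381 with upper quartile factors, 939 and 376 with library totals, 1015 and 364 without a filter, 826 and 256 at 50 counts, and 983 and 368 with the replicate block. Leaving out 1 library gave 920 to 1041 higher and 275 to 430 lower. With the FDR alone they were 2305 and 1525 (18% of plant genes), with glmTreat 604 and 65 (3.15%) and thinned to a common total 366 and 112; the first 2 change the threshold and the last the depth by construction.

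Fungal genes higher and lower (1501 and 1585) were 1674 and 1603 with DESeq2, 1504 and 1236 with limma-voom, 1567 and 1509 with RLE factors, 1647 and 1356 with upper quartile factors, 1761 and 1189 with library totals, 1176 and 1062 thinned, 1648 and 1711 with the replicate block, and 922 and 611 (15.6% of genes) with glmTreat. The median log2 fold change of all fungal genes moved by 0.213 with library totals and 0.115 with upper quartile factors. Leaving out 1 library gave 1129 to 1718 higher and 914 to 1535 lower, with 914 without co-culture replicate 1, 923 without co-culture replicate 3 and 20.5% to 36.1% of genes called, the lowest without co-culture replicate 3. Without co-culture replicate 1 and V. dahliae alone replicate 2 they were 1903 and 1450, and without co-culture replicate 1 and Arabidopsis alone replicate 1 the plant gave 1019 and 401. In none of these alternatives was a gene called in the opposite direction.

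With an estimated correlation in place of the preset one, most set tests no longer passed: 0.0757 for aquaporins, P450, ethylene, GLR, root cap, salicylic acid, sugar uptake, SWEET and WRKY genes; 0.0707 for CML, pattern recognition, tryptophan and WAK genes; 0.0878 for CRK and RBOH; 0.077 for GST; 0.117 for CNGC; 0.155 for RLP; 0.21 for photosynthesis; 0.221 for flavonoid and hypoxia; 0.32 for leaf markers; 0.364 for carotenoid and 0.412 for root hair genes. Camalexin and indole glucosinolate genes passed with both. Thinned, the tests of carotenoid (0.583), CNGC (0.0945), CRK (0.0791), hypoxia (0.181) and RBOH genes (0.112) no longer passed, and that of ACA genes did (0.0277). With limma-voom P450 genes no longer passed (0.144), and jasmonate synthesis (0.04), phenylpropanoid (0.0119) and sulfur genes (0.0215) did. Without a filter, ACA and phenylpropanoid genes passed (0.0487 each). With fry, which tests a set against no change and not against other genes, ACA (0.00897), jasmonate synthesis (0.00326), jasmonate response (0.0353), phenylpropanoid (0.00497) and sulfur genes (0.0269) passed, and root hair genes did not (0.072). Leaving out 1 library changed the tests of ACA (0.0418 to 0.145), carotenoid (0.00947 to 0.0605), hypoxia (0.00402 to 0.0517), phenylpropanoid (0.0327 to 0.182), root hair (0.00426 to 0.0547) and sulfur genes (0.00706 to 0.236); they passed or failed without the libraries named beside these results, and carotenoid genes failed without Arabidopsis alone replicate 3. The cause was not tested.

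Of 4032 pairs of a named gene and an alternative, 3824 kept direction and side of the threshold, 173 lost and 28 gained the call. The direction reversed in 7, none of a called gene: ARF5 at -0.15 thinned, COI1 at 0.01 without co-culture replicate 2 (-0.07 to 0.01 leaving out 1 library), JAR1 at 0.09 thinned, 0.01 without co-culture replicate 1 and 0.02 without Arabidopsis alone replicate 3 (-0.08 to 0.02 leaving out 1 library), and RPS18B at 0.08 thinned and 0.01 without co-culture replicate 1 (-0.18 to 0.01 leaving out 1 library). Fewer counts gave fewer calls, as the thinned totals above show. In the simulation 2-fold changes of single fungal genes were mostly missed, and depth was not separated there from variation between replicates.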

Differences from the paper's values

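Several fold changes of the paper are smaller than those found here, mostly for genes with few counts in plants alone. Among the alternatives set before the data were examined, DESeq2 with shrunken fold changes comes within a margin of the paper's value for each gene below that could be fitted, and the others do not unless named. A value is within the margin if it differs from the paper's by at most 1.5 times or by no more than the replicate SD of the fold (by at most 1.5 times alone where a library of the lower group has 3 counts or fewer). For WAKL10 the paper gives 56 in its text and in Table S1, and the value here is 89.5 (55.3 shrunken; 79.9 without Arabidopsis alone replicate 2, within 1.5 times). For LOX3 the paper gives 4.9 and the value here is 25.1 (4.86 shrunken), for WAK3 the paper gives 12.9 against 172 (12.6), for RLP15 the paper gives 14.4 against 105 (14.1), and for RLP20 the paper gives 22.9 against 48.5 (22.6). For RLP19 the paper gives 4.5 against 8.09 (4.5 shrunken; 6.82 without co-culture replicate 3, within the SD alone). For CYP71A13 the paper gives 161.1 against 5820 (156 shrunken; 214 thinned to a common total, within 1.5 times). For WRKY55 the paper gives 33.9 against 292 (33.4), for CYP71B22 the paper gives 16.5 against 417 (16), for CYP82C3 the paper gives 43 against 143 (42.2), for CYP82C2 the paper gives 1995 against 5150 (1960) and for EXO70A3 the paper gives 22.3 against 131 (22). For the falls of SWEET11 and SWEET3 the paper's Table S2 gives 9.7 and 6.81, against 20.6 (9.58 shrunken; 17.8 without Arabidopsis alone replicate 3, within the SD alone and far nearer 20.6 than the paper's value) and 13.9 (6.77 shrunken). For CYP71A18 and the SNARE gene AT5G39630, with no count in plants alone, the paper gives 8.9 and 3.8, against lower bounds of 54.5 and 22.4, and no alternative was computed for these bounds.

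The paper's text gives larger RNA-seq falls of SWEET11 and SWEET3 than its Table S2, and the values here lie nearer the text. The authors' deposited RNA-seq folds are 9.7 and 6.81, as in Table S2. The text gives these same values as its RT-qPCR result, although they are the deposited RNA-seq folds. Where the larger falls come from, which the text gives as RNA-seq, is unclear. The nearness to the text is therefore not evidence for its RNA-seq values. The paper names WAKL10 as rising more than WAK3; here the fitted fold of WAK3 is larger, at 172, with 2 counts in plants alone. The paper states that ARF5, DFL2, WES1, GH3.4 and GH3.17 were lower. Here GH3.17 fell by 0.57 on the log2 scale, less than 2-fold, ARF5 (0.19), DFL2 (0.10) and WES1 (-0.22) did not pass, and GH3.4 had too few counts to test. The authors' deposited values are close to these. They are -0.56 for GH3.17, 0.18 for ARF5 (adjusted p = 0.356, DESeq2), 0.10 for DFL2 (0.671) and -0.22 for WES1 (0.241). GH3.4 is at 0.27 there, with a blank adjusted p. The paper's statement on the last 4 genes thus also differs from its own deposited values. The paper lists WRKY18 and OPR3 as higher. WRKY18 was at 0.43 with an adjusted p of 0.0525 from edgeR, and passed with DESeq2 (0.0192), limma-voom (0.049), no filter (0.0488), at least 50 counts (0.0491), the replicate block (0.0165), without co-culture replicate 1 (0.0416) and without Arabidopsis alone replicate 2 (0.0396), each at less than 2-fold. OPR3 rose by less than 2-fold. The authors' deposited folds of WRKY18 and OPR3 are 1.33 and 1.31, also less than 2-fold. The paper lists ERF1 as higher and gives no identifier for it in the text. ERF1A rose by 0.58, less than 2-fold, while ERF1B was at 0.73 (adjusted p = 0.107, edgeR). The values thus differ from the paper only if ERF1B is meant. The paper lists SWEET8 as lower, and it had too few counts to test. Its deposited log2 fold change is -0.12, with a blank adjusted p. The gene that Table S1 calls ACA2 is an alpha carbonic anhydrase in the reference, and the calcium ATPase gene of that name was at 0.18 (AT4G37640).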

Other observations

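The test on neighbouring identifiers in this part was written after the result was seen, and the values of PR1 and of the fungal actin gene were added at the end. The others were planned, except the use of the share of fungal genes called after thinning. In the plant, 5 of 15 ethylene genes were higher (6 when adjusted over the list alone; median of the set 0.20; adjusted p = 0.00252, camera; adjusted p = 0.0757 with an estimated correlation). ERF6 rose by a log2 fold change of 1.68 (SE 0.118, adjusted p = 1.93e-05, edgeR) and ACS6, of ethylene synthesis, by 1.08 (SE 0.0703, adjusted p = 1.23e-05). Of 7 genes of sulfur deficiency 4 were higher (4 when adjusted over the list alone; 2 without co-culture replicate 2 or Arabidopsis alone replicate 2; adjusted p = 0.0904, camera; 0.00706 without co-culture replicate 3), among them APR3 by 0.72 (SE 0.106, adjusted p = 0.00163).

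The other lists did not pass camera. Of 8 nitrate genes, 2 were higher and 1 lower (as many when adjusted over the list alone; 2 lower without co-culture replicate 2; adjusted p = 0.593). Of 11 iron deficiency genes, 1 was higher and 2 lower (as many when adjusted over the list alone; 1 lower without co-culture replicate 2 or 3 or Arabidopsis alone replicate 2 or 3; adjusted p = 0.881): F6'H1, of coumarin synthesis, rose by 2.10 (SE 0.151, adjusted p = 2.21e-05, edgeR) and the iron transporter IRT1 fell by 2.08 (SE 0.468, adjusted p = 0.0152). Of 11 phosphate starvation genes, 1 was higher and 2 lower (1 and 4 when adjusted over the list alone; 2 higher without co-culture replicate 1 or Arabidopsis alone replicate 1, 3 with the replicate block; 1 lower without co-culture replicate 2 or 3 or Arabidopsis alone replicate 1 or 2; adjusted p = 0.593). Of 8 endodermis and suberin markers, 2 were higher and 2 lower (3 and 2 when adjusted over the list alone; 1 lower without Arabidopsis alone replicate 2, and none without co-culture replicate 2 or 3 or Arabidopsis alone replicate 1; adjusted p = 0.799); FAR4 rose by 0.69 (SE 0.0897, adjusted p = 7.97e-04). Of 12 cell cycle genes, 1 was lower (1 when adjusted over the list alone; 2 without co-culture replicate 2, none without co-culture replicate 3 or any library of Arabidopsis alone; adjusted p = 0.208).

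A larger share of fungal genes than of plant genes was called, and 2 technical explanations were tested. With plant counts thinned to the fungal totals, 4.15% of plant genes were called (639 higher and 179 lower of 19710). A loss of counts mostly removes calls, and 6.21% were called at full depth. A share as high as the fungal one was thus unlikely from the start. The value shows that lower and unequal depth did not raise the plant share, but it does not decide on depth as the cause. With V. dahliae alone thinned to the co-culture totals, 76% of the fungal calls were left (74.7% to 76.4% over 10 draws, on both sides of the 75% set as the bound), and 32.8% of the 7648 genes still tested were called (32.3% to 33.4%); of the calls lost, 461 were of genes no longer tested. By the planned bound the draws give no verdict. The share called was not part of that bound, and it was taken over fewer genes than the 9853 tested at full depth. Most calls thus stayed at equal depth, but unequal depth as the source of part of them is not excluded. That the fungus responds more broadly, or that its growth state differs beside the plant, stays open, since the design does not separate them.

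Fungal genes higher in co-culture might hold misassigned plant reads. Fungal totals of co-culture replicate 2 were 2.08 times those of replicate 1 and plant totals 0.96 times. Over the 1158 higher genes with at least 10 counts in both libraries, the median ratio of raw counts between them was 1.97 (quartiles 1.51 and 2.7). This is near the fungal ratio, which argues against plant reads as the main source for these genes taken together. A median cannot exclude plant reads in a part of these genes. Called genes with fewer counts were not covered.

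Fungal genes with neighbouring identifiers may fall together. Of 9455 neighbouring pairs, 396 were both lower, against a median of 245 and a highest of 291 over 10000 random placements, and 463 were both higher, against 219 and 271. The longest runs were 7 lower genes (VDAG_06194 to VDAG_06200) and 11 higher genes (VDAG_09526 to VDAG_09536). This is a hypothesis, found and tested on the same data; shared reads between neighbours were not tested.

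The 6 libraries of each comparison make 10 splits into 3 and 3, too few for a share under 0.05. For plant genes higher, plant genes lower, fungal genes higher and fungal genes lower, 1 split each, the real one, gave as many calls (972, 348, 1501 and 1585), and the highest of the others was 0.

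Of the reference genes of the paper's RT-qPCR, neither passed: RPS18B (AT1G34030) was at -0.11 (SE 0.108, adjusted p = 0.586, edgeR) and the fungal actin gene VDAG_07506 at 0.72 (SE 0.353, adjusted p = 0.137). The defense gene PR1, which the paper names as background, is not listed in the count table.

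In the authors' deposited table, 16 plant symbols are stored as date numbers.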
